# Identification of miRNAs and their targets in wild tomato at moderately and acutely elevated temperatures by high-throughput sequencing and degradome analysis

**DOI:** 10.1038/srep33777

**Published:** 2016-09-22

**Authors:** Rong Zhou, Qian Wang, Fangling Jiang, Xue Cao, Mintao Sun, Min Liu, Zhen Wu

## Abstract

MicroRNAs (miRNAs) are 19–24 nucleotide (nt) noncoding RNAs that play important roles in abiotic stress responses in plants. High temperatures have been the subject of considerable attention due to their negative effects on plant growth and development. Heat-responsive miRNAs have been identified in some plants. However, there have been no reports on the global identification of miRNAs and their targets in tomato at high temperatures, especially at different elevated temperatures. Here, three small-RNA libraries and three degradome libraries were constructed from the leaves of the heat-tolerant tomato at normal, moderately and acutely elevated temperatures (26/18 °C, 33/33 °C and 40/40 °C, respectively). Following high-throughput sequencing, 662 conserved and 97 novel miRNAs were identified in total with 469 conserved and 91 novel miRNAs shared in the three small-RNA libraries. Of these miRNAs, 96 and 150 miRNAs were responsive to the moderately and acutely elevated temperature, respectively. Following degradome sequencing, 349 sequences were identified as targets of 138 conserved miRNAs, and 13 sequences were identified as targets of eight novel miRNAs. The expression levels of seven miRNAs and six target genes obtained by quantitative real-time PCR (qRT-PCR) were largely consistent with the sequencing results. This study enriches the number of heat-responsive miRNAs and lays a foundation for the elucidation of the miRNA-mediated regulatory mechanism in tomatoes at elevated temperatures.

A plant exposed to a temperature elevated above a threshold level is said to be heat stressed^1^. The ambient global temperature has increased by 0.5 °C over the past 100 years, and is expected to increase by 0.2 °C per decade for the next two decades and 1–3.4 °C by 2100^2^. Heat stress induces morphological, anatomical, metabolic, physiological and genetic responses that could negatively affect plant growth, development and yield. For this reason, the problem of heat stress has drawn increasing attention in recent years^1^,^3^.

The tomato (*Solanum lycopersicum* L.) is not only an important and widely cultivated vegetable but also a model plant for scientific research^4^. Although the tomato originates from South America, both its vegetative and reproductive organs can be damaged by heat stress, with consequent decreases in yield and fruit quality^5^,^6^,^7^. Tomato plants make complex adjustments to physiological, metabolic and molecular processes involving reactive oxygen species (ROS) scavengers, hormones, heat-shock transcription factors (Hsfs) and heat-shock proteins (Hsps) to survive under high temperatures^8^,^9^,^10^.

microRNAs (miRNAs), single-stranded RNA molecules with 19–24 nucleotides (nt) in length, play crucial regulatory roles in animals and plants^11^,^12^. MiRNAs are involved in regulating the responses of plants to abiotic stresses, such as cold and salt stress^13^,^14^. In plants, the miRNA gene is transcribed into a primary miRNA (pri-miRNA) and the pri-miRNA is trimmed into a miRNA precursor (pre-miRNA)^15^. Afterwards, the pre-miRNA is processed by Dicer-like (DCL) into miRNA::miRNA^*^ duplex^11^,^15^. Finally, the miRNA^*^ strand is usually degraded, while the mature miRNA joins with argonaute (AGO) to form the RNA-induced silencing complex (RISC)^11^. The major approaches for miRNAs identification in plants are direct cloning, bioinformatics-based prediction and sequencing^13^,^16^. Sequencing, especially high-throughput sequencing, is one of the most efficient approaches and has allowed a multitude of novel miRNAs with low abundance to be identified in plants such as *Arabidopsis thaliana*^17^, *Porphyra yezoensis*^18^, and *Brassica napus*^19^.

It is important not only to accurately identify the miRNAs but also to identify their target genes and elucidate the interactions between the miRNAs and their targets. The identification of miRNA targets is a key component of a thorough understanding of the miRNAs’ biological functions and regulatory mechanism^20^. MiRNAs regulate the expression of target genes at the post-transcriptional level by mRNA cleavage or translational inhibition^11^,^21^. Usually, miRNAs in plants show extensive complementarity to the coding or 3′ untranslated regions (3′ UTR) of the target transcripts; therefore, mRNA cleavage is thought to be the primary mechanism underlying miRNA functions in plants^21^,^22^. Computational target prediction, 5′ RACE and degradome sequencing are used to identify miRNA targets^16^,^18^,^23^. Degradome sequencing is a powerful tool because of its efficiency and accuracy and has been widely used in various plants, including *Cucumis sativus*^20^ and *Brassica Campestris* ssp. *Chinensis*^24^.

In our previous study, miRNAs responsive to low temperature and their targets were identified in the leaves of a chill-tolerant wild tomato (*Solanum habrochaites* L.) using high-throughput sequencing and degradome analysis^25^. A global identification of miRNAs and their target genes will lay the foundation for the elucidation of the complex miRNA-mediated network regulating plant growth and development^26^. miR398 is rapidly induced in *Arabidopsis* subjected to high temperature and its target genes are inhibited, indicating miR398 play roles in heat stress responsed in plants^27^. The expression profile of some miRNAs was altered in *Oryza sativa* under heat stress^28^. Heat-responsive miRNAs has been identified in *Triticum aestivum*, showing that diverse set of wheat miRNAs were responsive to high temperature and played roles in heat stress^26^. However, there have been no reports of a global identification of heat-responsive miRNAs and their targets in tomatoes, especially at different elevated temperatures.

The degree of damage caused by exposure to high temperatures to a tomato plant depends on the heat susceptibility of the tomato genotype^29^,^30^. In our previous study, the wild tomato LA2093 (*Solanum pimpinellifolium* L.) was identified as a heat-tolerant tomato with protective mechanisms active at high temperature^30^. Cellular damage or cell death may occur in plants after long-term exposure to moderately elevated temperatures, but severe damage and death may occur within minutes at acutely elevated temperatures^1^. Therefore, we first constructed three small-RNA (sRNA) libraries and three degradome libraries from the leaves of the heat-tolerant wild tomato at normal, moderately elevated and acutely elevated temperatures. The conserved and novel miRNAs in the three sRNA libraries were identified using high-throughput sequencing, and the miRNA targets were identified using degradome analysis. Our hypothesis is that (1) the biogenesis of some miRNAs is affected by elevated temperatures, and these miRNAs might play roles in heat tolerance in tomato plants by regulating the expression of their target genes; and (2) the responses of the miRNAs are altered at different elevated temperatures. The aim of this study is to (1) identify the miRNAs that respond to moderately and acutely elevated temperatures in tomatoes by high-throughput sequencing (2) discover the targets of these miRNAs and annotate their functions by degradome analysis; (3) validate the expression levels of the miRNAs and their target genes using quantitative real-time PCR (qRT-PCR). This study will help to clarify the responses of miRNAs and their target genes in tomato plants at moderately and acutely elevated temperatures and the miRNA-regulated mechanism of heat tolerance in tomato plants.

## Results

### Overview of sRNA sequencing data

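The second fully expanded leaf of the wild tomato LA2093 (S. pimpinellifolium), a heat-tolerant accession, was taken after 8 h at 26/18 °C (NT), 33/33 °C (MET) or 40/40 °C (AET), day/night. Leaves of 5 seedlings were mixed as 1 replicate, with 3 replicates per time point, and small RNAs (sRNAs) of the 8 h leaf samples were sequenced (which replicates went into each library is not stated), which gives 3 sRNA libraries and 1 library per temperature. The authors kept sequences of 19 to 24 nt, removed those matching other RNA classes, mRNAs or repeats, and matched the rest to the plant miRNAs of miRBase. Their deposited list gives the raw reads of each miRNA as estimated counts, since reads mapping to several places were split, and normalized reads, which are the raw reads times 1 factor per library (1.33 for NT, 0.833 for MET and 0.898 for AET). Over distinct mature sequences, the listed miRNAs held 301702 raw reads in the NT library, 424963 in the MET library and 394910 in the AET library, or 9.05%, 10.7% and 8.81% of the valid reads of Table 1. The most abundant sequence, spi-miR166a (TCGGACCAGGCTTCATTCCCC), took 62.9% of these reads in the NT library, 52.5% in the MET library and 56.2% in the AET library. For each pair of libraries, the normalized reads of a miRNA and of all other listed miRNAs were compared by a chi-square test and by a two-sided Fisher's exact test on whole numbers. The paper's methods name both tests but not the totals they use. For the predicted miRNAs, named PC in the list, these totals matched none of the authors' p-values, while totals of that class alone matched nearly all. A miRNA was called higher or lower where both p-values were 0.05 or less and the log2 ratio was at least 1 in size, with no correction for many tests. With 1 library per temperature, no difference has a replicate check, and each test compares the libraries, not the temperatures. Ratios carry exact 95% intervals from the raw reads (conditional binomial), which cover counting error only. Where a library held 0 reads, the ratio is given as a bound (at least) against a floor of 3 reads in that library. This bound takes the reads of the other library as counted, without their counting error, so it is not a 95% limit. For groups of miRNAs fixed by name before the data were examined, the median log2 ratio of the distinct sequences with at least 10 normalized reads in a library is given as its percentile among 10000 random lists of the same size matched on mean reads, which describes these libraries. A group named by its targets holds every such sequence of its families, both arms of a hairpin included, and targeting was not tested per sequence. Random lists draw sequences singly, while a group can hold related ones, such as hairpin arms or sequences with equal reads. Where related sequences change together, an extreme percentile overstates how far the group lies from random lists. Scaling to the valid reads of each library (called valid reads below) shifts the median log2 ratio of all miRNAs by 0.42 for MET against NT, by 0.14 for AET against NT and by −0.29 for AET against MET, and leaves fewer reads in each test; the calls it ends are named with the results. Where such a call is given as made at an unchanged mean depth (valid reads scaled to keep the mean depth of the libraries, a setting chosen after the values had been seen), it ended through the fewer reads and not through the size of the ratio. Positions are those of the hairpin in the authors' list, whose genome build is not given in the sources used here.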

High-throughput sequencing identified 10,850,996, 10,806,944 and 10,989,848 raw reads in the plants at normal temperature (NT), moderately elevated temperature (MET) and acutely elevated temperature (AET), respectively (Table 1). Of the total sRNAs, 34.28%, 33.51% and 38.63% (reads/reads) were filtered out in the NT, MET and AET libraries, respectively. After the redundant reads were screened out and removed, the 3,333,687, 3,964,329 and 4,483,258 valid reads in the NT, MET and AET libraries corresponded to 829,756, 1,095,508 and 560,147 unique reads, respectively (Table 1).

Among all of the sequences, 24-nt sRNAs were the main class of sRNAs, accounting for 27.89%, 33.99% and 36.81% of all reads in the NT, MET and AET libraries, respectively (Fig. 1A). Among the unique sequences, 24-nt sRNAs represented the greatest proportion of sequences, constituting 54.12%, 61.77% and 56.35% in the NT, MET and AET libraries, respectively (Fig. 1B).

### Identification of conserved and novel miRNAs in tomato

Some miRNAs shared the same precursors, such as spi-miR156d-5p and spi-miR156d-3p, spi-miR156a and spi-miR156i-p3_nta and so on (Supplementary Table S1). 

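The miR156 family targets transcripts of SPL transcription factors. spi-miR156d-5p (TGACAGAAGAGAGTGAGCAC) and spi-miR156d-3p (GCTCACTGCTCTATCTGTCACC) were listed at a single hairpin on the minus strand of chromosome 8, from 49122836 to 49122979. The 5p sequence had 84.4, 133.3 and 89.8 normalized reads in the NT, MET and AET libraries (log2 ratios 0.66 for MET and 0.09 for AET against NT), and the 3p sequence had 9, 12 and 20 raw reads. spi-miR156a (TTGACAGAAGATAGAGAGCAC) and spi-miR156i-p3_nta (GCTCTCTATGCTTCTGTCATC) came from a hairpin on the minus strand of chromosome 6, from 39241668 to 39241784, with 670, 1605.5 and 1049.5 raw reads for the former and 120, 158 and 245 for the latter. None of these 4 sequences passed the test in any comparison of the 3 libraries, while on valid reads spi-miR156a was called higher at MET than at NT. In the whole list, 130 of the 532 precursors of conserved miRNAs carried 2 listed miRNAs, and 5 of the 92 precursors of the predicted (PC-named) miRNAs did.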

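The list of conserved miRNAs was led by sequences of 21 nt and 24 nt, and that of the predicted miRNAs, whose names start with PC, by sequences of 24 nt. Of the conserved entries, 251 were 21 nt, 177 were 24 nt, 86 were 22 nt, 51 were 20 nt, 49 were 23 nt and 48 were 19 nt long. Of the PC-named entries, 70 were 24 nt and 14 were 21 nt long. The conserved entries held 539 distinct mature sequences and the PC-named entries 90, since a sequence found at several hairpins is listed once for each. In the authors' list the miRBase mark reads Yes for 139, Diff for 307 and New for 216 of the conserved entries, and 124 conserved entries carry no genome position. A few sequences held most reads: the 5 most abundant took 81.8% of the reads in the NT library, 77.6% in the MET library and 80.0% in the AET library, while 381 conserved entries stayed under 10 normalized reads in every library.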

After statistic, for tomato, 662 conserved miRNAs from 532 miRNA precursors and 97 novel miRNAs from 92 miRNA precursors in total were identified (Supplementary Table S1). Pre-miRNA sequences of the miRNAs were shown in Supplementary Table S2. The majority of the conserved miRNAs (469/662) and novel miRNAs (91/97) were shared in the three libraries, which accounted for 70.8% and 93.8%, respectively (Fig. 2). 

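Among the conserved miRNAs outside the shared set, 30 had reads in the NT library alone, 33 in the MET library alone and 23 in the AET library alone. A further 59 were found in the NT and MET libraries, 18 in the NT and AET libraries and 30 in the MET and AET libraries. The miRNAs seen in a single library rested on few reads, with a median of 1 raw read for NT, 1 for MET and 1.5 for AET over distinct sequences. The best covered of them were spi-miR166b-p5_stu, of the HD-ZIP III-targeting miR166 family, with 9 raw reads in the NT library, spi-miR9478-p3 with 6 in the MET library and spi-miR8031-p3_stu (ACACCTTAACTAAGACTTGTACCT) with 13 in the AET library; these names were chosen after their reads had been seen. Of the predicted miRNAs, 2 had reads in the AET library alone, among them PC-48-3p (likewise chosen after its reads had been seen) with 15 raw reads, and none was found in the NT or the MET library alone. A count of 0 beside 1 or 2 reads elsewhere does not show absence, so most of these miRNAs cannot be called specific to a library. Over distinct sequences, 361 of 539 conserved and 84 of 90 predicted miRNAs had reads in all 3 libraries.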

The folding structures of the novel miRNAs were shown in Supplementary Figure S1.

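At 33/33 °C, sequences of the miRNA families that target transcripts of disease-resistance genes lay higher than random lists of miRNAs. Of 26 disease-resistance gene-targeting sequences (miR482 and related families), 8 rose, none fell and 18 did not pass the test, with the median log2 ratio of 0.62 at percentile 99.7 of random lists. spi-miR6024 went from 1842 to 7442 raw reads, a log2 ratio of 1.34 (95% interval, 1.27 to 1.41), and spi-miR6023-p3 from 221 to 897, a log2 ratio of 1.35 (1.13 to 1.57). spi-miR6023-p3 and spi-miR6023-p5 are listed as arms of a hairpin, and spi-miR6023 did not pass the test (log2 ratio 0.31). The more abundant spi-miR482e-3p (0.69) and spi-miR482b (−0.09) did not pass it on normalized reads either. Of 23 sequences resembling fragments of tRNA or rRNA, 7 fell, 1 rose and 15 did not pass; the list was made after the changes in the paper's Supplementary Table S3 had been read, so its percentile of 0.42 is no test; spi-miR894_ppt fell from 3190 to 1995.5 raw reads (log2 ratio −1.35, −1.43 to −1.27) and spi-miR5139_rgl (CGAAACCTGGCTCTGATACCA) from 201 to 116.5 (−1.46, −1.81 to −1.13). Of 11 HD-ZIP III-targeting miR166 sequences, 3 fell and none rose (percentile 1.12, or 3.505, inside the central 95%, with no minimum of reads). With valid reads at an unchanged mean depth, 2 of these fell and 2 rose. In that setting 4 fragment-like sequences fell and 1 rose, and 12 disease-resistance gene-targeting ones rose. Of 13 MYB- and TCP-targeting sequences, 2 rose and 1 fell (percentile 20.8), and spi-miR159_csi, whose family targets transcripts of GAMYB-like factors, rose from 7978 to 27946 raw reads (log2 ratio 1.13, 1.10 to 1.17). Of 8 ARF-targeting sequences, which act in auxin signalling, 2 rose (percentile 96.0), as did 2 of 5 GRF-targeting miR396 sequences (percentile 77.9) and 1 of 7 SPL-targeting ones (percentile 21.8). Of 8 NF-Y-targeting miR169 sequences, 1 rose and 1 fell (percentile 79.1): spi-miR169f-p5_nta had a log2 ratio of 1.76 (1.14 to 2.44) and spi-miR169e-3p of −1.05 (−1.34 to −0.77). The other arm of the latter hairpin, spi-miR169e-5p, was not called (0.26), nor were spi-miR169c (−0.19) and spi-miR169b (−0.91). Of 10 copper-related sequences 2 fell (percentile 22.7), of 8 GRAS-targeting ones 2 fell (percentile 50.5) and of 11 acting on the small RNA machinery 1 fell (percentile 15.2). The 2 GRAS-targeting falls were those of the spi-miR171d sequences, whose listed reads are equal in every library, so they hold 1 measurement. None of 3 NAC-targeting, 4 AP2-targeting and 7 auxin receptor and TAS3 sequences passed the test (percentiles 60.3, 95.1 and 34.5), and of 27 potato-annotated miR7979 to miR8051 sequences 3 rose and 2 fell (percentile 83.3). In all, 38 conserved entries were higher and 38 lower in the MET library, which make up 58 distinct sequences. On valid reads, 29 were higher and 5 lower, and at an unchanged mean depth 66 and 31; on valid reads the calls of spi-miR6024, spi-miR6023-p3, spi-miR5139_rgl, spi-miR159_csi and spi-miR169f-p5_nta remained, and those of spi-miR894_ppt and spi-miR169e-3p ended, with log2 ratios of −0.93 and −0.63.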

Firstly, 39 conserved miRNAs were significantly up-regulated and 38 conserved miRNAs were significantly down-regulated in the MET library compared to the NT library (Supplementary Table S3). Of these miRNAs, the most-up-regulated miRNA was spi-miR5303b-p3_stu (2.79-fold), while the most-down-regulated miRNA was spi-miR166m_gma (4.44-fold). 

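spi-miR5303b-p3_stu (ACTACTTTTGGAGAATTCGACACG), from a hairpin on the minus strand of chromosome 6 from 32251810 to 32251863, rose from 1 raw read in the NT library to 11 in the MET library. Its log2 ratio was 2.79 (95% interval, 0.00 to 8.21; Fisher's exact test, p = 0.00891). spi-miR166m_gma (GCTGACCAGGCTTCATTCCCC), which has no genome position in the list, fell from 245.5 to 18 raw reads, a log2 ratio of −4.44 (−5.23 to −3.76; Fisher's exact test, p = 1.01e-71). The next largest rises among sequences with at least 10 normalized reads were those of spi-miR9475-p3, from 2.5 to 19 raw reads (log2 ratio 2.25, 0.52 to 5.72), and of spi-miR7981-3p_stu, from 2 to 14 (2.13, 0.01 to 5.31). spi-miR319a-3p_mtr, of the TCP-targeting miR319 family, fell from 9 to 2 raw reads (log2 ratio −2.84, −6.09 to −0.57). Of these 5 calls, that of spi-miR166m_gma remained on valid reads (log2 ratio −4.02). The other 4 ended there with log2 ratios of 3.21 (spi-miR5303b-p3_stu), 2.68 (spi-miR9475-p3), 2.56 (spi-miR7981-3p_stu) and −2.42 (spi-miR319a-3p_mtr), and all 4 were made at an unchanged mean depth.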

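At 40/40 °C, the miR319 family, which targets transcripts of TCP transcription factors that regulate leaf development, fell (summed log2 ratio −3.35, 95% interval −3.54 to −3.17). This sum adds 2 spi-miR319a sequences with equal reads, so its interval is too narrow if they hold 1 measurement. The summed reads of the MYB-targeting miR159 family did not fall (0.17, 0.14 to 0.21). On valid reads the sums of the 2 families were −3.21 and 0.31. Of 13 sequences of these families, which formed 1 group, 8 fell, none rose and 5 did not pass the test, and the median log2 ratio of −1.91 lay below all random lists (percentile 0.00). The 8 were 6 of miR319, among them the 2 spi-miR319a sequences with equal reads, and spi-miR159-p5 and spi-miR159-p3. spi-miR319-3p_stu fell from 116 to 9 raw reads (log2 ratio −4.25; 95% interval, −5.42 to −3.28) and spi-miR159-p5 from 1217 to 480 (−1.91, −2.06 to −1.75). Of 10 copper-related sequences (miR397, miR398 and miR408), 3 fell and none rose (percentile 3.29), and of 11 HD-ZIP III-targeting sequences 4 fell and none rose (percentile 5.38). Of 26 disease-resistance gene-targeting sequences, 4 rose and 1 fell (median log2 ratio 0.44, percentile 99.2), with spi-miR6023 at 120 raw reads in the NT library and 426 in the AET library (log2 ratio 1.26, 0.97 to 1.57). Of 23 fragment-like sequences, 7 fell and none rose (percentile 0.22, no test, since the list was made with changes known), and spi-miR8175_ath (TTCGTTCCCCGGCAACGGCGCCA) went from 202 to 73 raw reads (log2 ratio −2.03, −2.44 to −1.64). Of 9 NF-Y-targeting sequences 1 rose and 2 fell (percentile 65.2), of 8 GRAS-targeting ones 1 rose and 1 fell (percentile 7.20), and of 28 potato-annotated ones 7 rose and 1 fell (percentile 89.7). Single sequences rose among 8 ARF-targeting and 5 GRF-targeting ones (percentiles 60.8 and 93.0), and single sequences fell among 4 AP2-targeting and 7 auxin receptor and TAS3 ones (percentiles 42.2 and 10.6). Of 11 sequences acting on the small RNA machinery 1 rose and 1 fell (percentile 32.3), and none of 7 SPL-targeting or 3 NAC-targeting ones passed the test (percentiles 48.6 and 39.6). Among the called miRNAs, 62 conserved entries were higher and 57 lower in the AET library, which make up 98 distinct sequences; on valid reads 14 were higher and 18 lower, at an unchanged mean depth 56 and 52, and on valid reads the calls of spi-miR319-3p_stu, spi-miR159-p5, spi-miR6023 and spi-miR8175_ath remained.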

Secondly, the expression levels of 62 conserved miRNAs significantly increased and the expression levels of 57 conserved miRNAs significantly decreased in the AET library compared to the NT library (Supplementary Table S3). Of these miRNAs, the expression level of spi-miR7972_rgl increased most (3.89-fold), while the expression level of spi-miR8155_cpa decreased most (4.27-fold). 

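spi-miR7972_rgl (TTGTCAGGCTTGTGATTCTCC), which has no genome position in the list, rose from 1 raw read in the NT library to 22 in the AET library, a log2 ratio of 3.89 (95% interval, 1.26 to 9.26; Fisher's exact test, p = 5.03e-06). spi-miR8155_cpa (GAACCTGGCTCTGATACCA), from a hairpin on the plus strand of chromosome 7 from 15420689 to 15420751, went from 6.5 to 0.5 raw reads. Its log2 ratio was −4.27, with an upper limit of −0.80 and no lower limit (Fisher's exact test, p = 0.00433). Among the best supported large changes, spi-miR6145e_nta rose from 3 to 41 raw reads (log2 ratio 3.21, 1.56 to 5.54; Fisher's exact test, p = 1.06e-08). spi-miR172d-3p_stu, whose family targets transcripts of AP2-like flowering-time factors, fell from 25 to 2 (−4.21, −7.33 to −2.21; Fisher's exact test, p = 1.36e-07). The call of spi-miR8155_cpa ended on valid reads (log2 ratio −4.13) and was made at an unchanged mean depth, and the other 3 remained.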

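Between the 2 elevated temperatures, the group of MYB- and TCP-targeting miRNAs lay furthest from random lists. Of 12 such sequences with reads to compare, 9 were lower in the AET library than in the MET library and none was higher. The median log2 ratio of −1.66 lay at percentile 0.00 of random lists. Among the 9 were 2 sequences with equal listed reads in every library. Of 7 auxin receptor and TAS3 sequences, 3 fell and none rose (percentile 1.51). Of the miR390 family, which starts the making of trans-acting siRNAs from TAS3, spi-miR390a-p5_hex went from 407 to 163 raw reads (log2 ratio −1.21, 95% interval −1.48 to −0.95). In the same family spi-miR390a-5p went the other way, from 203 to 292 raw reads (0.63). spi-miR390b-5p had a log2 ratio of −0.01 and spi-miR390a-3p of −1.23, and none of these was called. Of 10 copper-related sequences 3 fell (percentile 12.7), among them spi-miR397, whose family targets laccase transcripts, from 1024 to 389 raw reads (log2 ratio −1.29, −1.46 to −1.12). Of 26 disease-resistance gene-targeting sequences 5 fell and 1 rose (percentile 79.9), with spi-miR6027-5p falling from 2890 to 1163 raw reads (log2 ratio −1.21, −1.30 to −1.11). Of 3 NAC-targeting sequences 1 fell (percentile 49.2): spi-miR164a-5p went from 438 to 200 raw reads (log2 ratio −1.02, −1.27 to −0.78). Of 11 sequences acting on the small RNA machinery 2 rose (percentile 71.3), as did 1 of 5 GRF-targeting ones (percentile 60.6). Of 10 HD-ZIP III-targeting sequences 2 rose and 1 fell (percentile 73.5), of 9 NF-Y-targeting ones 1 rose and 2 fell (percentile 14.0), and of 28 potato-annotated ones 7 rose and 4 fell (percentile 58.6). Falls alone were called in 2 of 8 GRAS-targeting, 1 of 7 SPL-targeting, 1 of 4 AP2-targeting and 4 of 23 fragment-like sequences (percentiles 26.0, 56.6, 5.20 and 24.8), and none of 8 ARF-targeting sequences passed (percentile 9.78). In total, 51 conserved entries were higher and 60 lower, over 94 distinct sequences. On valid reads 15 were higher and 33 lower, and at an unchanged mean depth 64 and 83. The 4 called miRNAs named here kept their calls on valid reads.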

Thirdly, 50 conserved miRNAs showed significantly increased expression and 60 conserved miRNAs showed significantly decreased expression in the AET library compared to the MET library (Supplementary Table S3). Of these miRNAs, the expression level of spi-miR7972_rgl increased most (4.57-fold), while the expression level of spi-miR172d-3p_stu decreased most (4.38-fold).

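spi-miR7972_rgl had 1 raw read in the MET library and 22 in the AET library, a log2 ratio of 4.57 (95% interval, 1.94 to 9.93; Fisher's exact test, p = 9.16e-06). spi-miR172d-3p_stu (GGAATCTTGATGATGCTGCAG), an AP2-targeting miRNA from a hairpin on the plus strand of chromosome 5 from 62347692 to 62347800, went from 45 to 2 raw reads, a log2 ratio of −4.38 (−7.47 to −2.45; Fisher's exact test, p = 3.03e-09). Close to the former stood spi-miR6145e_nta, which rose from 2 to 41 raw reads (log2 ratio 4.47, 2.52 to 7.56), and its interval overlapped that of spi-miR7972_rgl. spi-miR6149a_nta rose from 10 to 91 raw reads (log2 ratio 3.29, 2.35 to 4.40) and spi-miR6146b_nta from 9 to 76 (3.19, 2.19 to 4.37). On the side of the falls, spi-miR319-3p_stu went from 108 to 9 raw reads (log2 ratio −3.48, −4.64 to −2.50). All 6 calls remained on valid reads.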

Similar to the conserved miRNAs, the expression levels of many novel miRNAs showed significant differences across libraries. Firstly, four novel miRNAs were found to be significantly up-regulated and 15 novel miRNAs were found to be significantly down-regulated in the MET library compared to the NT library (Supplementary Table S4). Of these miRNAs, the most-up-regulated miRNA was PC-70-5p (2.59-fold), while the most-down-regulated miRNA was PC-19-5p (2.67-fold). 

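The most abundant predicted miRNA, PC-49-3p (CTATGAGATAAGTTCAACGTG, from a hairpin on the plus strand of chromosome 5 from 60646141 to 60646344), rose from 520 to 2045 raw reads, a log2 ratio of 1.30 (95% interval, 1.16 to 1.44; Fisher's exact test, p = 5e-119). It took 37.3% of all reads of predicted miRNAs in the NT library (exact 95% binomial interval, 34.7% to 39.8%) and 58.7% in the MET library (57.0% to 60.3%). PC-3-5p rose from 18 to 76 raw reads (log2 ratio 1.40, 0.65 to 2.23), while PC-22-3p fell from 11 to 5 (−1.81, −3.69 to −0.17) and PC-88-3p from 24 to 14 (−1.45, −2.52 to −0.44). Tested against the reads of all listed miRNAs, 11 predicted miRNAs were higher and 5 lower in the MET library. By length, 4 of 12 sequences of 21 nt rose and none fell (percentile 88.9 of random lists), and of 62 sequences of 24 nt 6 rose and 4 fell (percentile 59.0). None of 3 sequences of 22 nt passed the test (percentile 48.9), and of 9 of 23 nt 1 rose and 1 fell (percentile 24.9). The rises of PC-49-3p and PC-3-5p were the 2 calls left on valid reads, while at an unchanged mean depth 14 were higher and 4 lower. With the reads of the predicted miRNAs alone as the totals of the tests, a setting chosen after the values had been seen, 4 were higher and 15 lower. These are the paper's counts.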

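PC-70-5p (TAAGTTCCTTTAATCTTTCTT), from a hairpin on the minus strand of chromosome 5 from 26995317 to 26995574, rose from 2.5 to 24 raw reads, a log2 ratio of 2.59 (95% interval, 0.90 to 6.04; Fisher's exact test, p = 0.000186). PC-19-5p (AATACTCGTAAAACATTTACGGAT), from a hairpin on the plus strand of chromosome 12 from 47326058 to 47326183, had 4 raw reads in the NT library and 1 in the MET library. Its log2 ratio of −2.67 (−8.30 to 0.66) did not pass the test (Fisher's exact test, p = 0.222). Against the totals of the predicted miRNAs alone, chosen after the values had been seen, PC-19-5p was called lower. PC-82-5p came next among the rises, from 2 to 18 raw reads (95% interval of the log2 ratio, 0.43 to 5.65), and PC-62-3p, with 5 raw reads in the NT library and 0 in the MET library, was at least 2.66-fold lower (Fisher's exact test, p = 0.0163). The calls of PC-70-5p and PC-82-5p ended on valid reads, where their log2 ratios were 3.01 and 2.92, as did that of PC-62-3p, and all 3 were made at an unchanged mean depth.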

Secondly, 20 novel miRNAs showed significantly increased expression, while 11 novel miRNAs showed significantly decreased expression in the AET library compared to the NT library (Supplementary Table S4). Of these miRNAs, PC-27-5p increased most (3.89-fold), while PC-72-5p and PC-88-3p decreased most (3.57-fold). 

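Most of the predicted miRNAs called at 40/40 °C rose. PC-3-5p (AGCATTAGGTTGATATACGTCACT, from a hairpin on the plus strand of chromosome 2 from 34823474 to 34823610) reached 92 raw reads in the AET library, a log2 ratio of 1.79 against NT (95% interval, 1.05 to 2.60; Fisher's exact test, p = 1.76e-10). PC-70-5p reached 35.5 raw reads (log2 ratio 3.26, 1.65 to 6.70), and PC-83-3p rose from 15.5 to 55 (1.26, 0.39 to 2.12). PC-42-5p fell from 18 to 5 raw reads (log2 ratio −2.41, −4.20 to −0.93). In total 28 predicted miRNAs were higher and 7 lower in the AET library than in the NT library, tested against the reads of all listed miRNAs, and 20 were higher and 11 lower against those of the predicted miRNAs alone. Of 65 sequences of 24 nt, 18 rose and 6 fell (percentile 89.5 of random lists), of 11 of 21 nt 5 rose (percentile 91.9), of 3 of 22 nt 2 rose (percentile 99.4) and of 9 of 23 nt 2 rose (percentile 86.6). Valid reads left 3 rises and no falls, among them those of PC-3-5p and PC-70-5p, and at an unchanged mean depth 28 were higher and 7 lower.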

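PC-27-5p (AAAGATATATAGGTGCTTACATG), from a hairpin on the plus strand of chromosome 2 from 33201097 to 33201297, had 1 raw read in the NT library and 22 in the AET library, a log2 ratio of 3.89 (95% interval, 1.26 to 9.26; Fisher's exact test, p = 5.03e-06). PC-72-5p (GCAGCACTATTAAGATTCTC; chromosome 10, plus strand, 63061173 to 63061283) fell from 8 to 1 raw reads, a log2 ratio of −3.57 (−9.04 to −0.67; Fisher's exact test, p = 0.00723). PC-88-3p (GATAGTACAGGTAGGAAACTCACA; chromosome 4, minus strand, 1579993 to 1580161) fell from 24 to 3, and its interval was narrower (−5.94 to −1.85; Fisher's exact test, p = 1.35e-06). PC-27-5p kept its call on valid reads, and those of PC-72-5p and PC-88-3p ended (both with a log2 ratio of −3.43) and were made at an unchanged mean depth.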

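Compared with 33/33 °C, most of the predicted miRNAs that differed at 40/40 °C were higher. PC-19-5p had 1 raw read in the MET library and 21 in the AET library, a log2 ratio of 4.50 (95% interval, 1.86 to 9.87; Fisher's exact test, p = 1.77e-05), and PC-83-3p rose from 17.5 to 55 (1.76, 0.93 to 2.57). PC-5-3p went from 25 to 0 raw reads and was at least 7.73-fold lower (Fisher's exact test, p = 9.76e-07), and PC-42-5p fell from 35 to 5 (log2 ratio −2.70, −4.41 to −1.34). Of 65 sequences of 24 nt 20 rose and 5 fell (percentile 93.4 of random lists), and of 12 of 21 nt 3 rose and 1 fell (percentile 19.2). Rises alone were called in 2 of 3 sequences of 22 nt (percentile 93.1) and 3 of 9 of 23 nt (percentile 88.3). Overall counts were 29 higher and 6 lower predicted miRNAs, and 2 higher and 3 lower on valid reads, where PC-19-5p, PC-83-3p and PC-5-3p kept their calls and PC-42-5p did not (log2 ratio −2.99); at an unchanged mean depth 26 were higher and 8 lower, PC-42-5p among the latter.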

Thirdly, the expression levels of 30 novel miRNAs were significantly increased and five novel miRNAs were significantly decreased in the AET library compared to the MET library (Supplementary Table S4). Of these miRNAs, the expression level of PC-10-5p increased most (4.69-fold), while that of PC-15-5p decreased most (3.48-fold).

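PC-10-5p (TTTCTACTCCTTTTCGGCCTATGT), from a hairpin on the plus strand of chromosome 8 from 6799685 to 6799823, had 0.5 raw reads in the MET library and 12 in the AET library. Its log2 ratio was 4.69, with a lower limit of 1.58 and no upper limit (Fisher's exact test, p = 0.000434). PC-15-5p (AGGTTGATATACGTTACTGTAAGT), placed by the list on chromosome 0, plus strand, from 12327529 to 12327655, fell from 30 to 2.5 raw reads, a log2 ratio of −3.48 (95% interval, −6.91 to −1.82; Fisher's exact test, p = 5.81e-06). PC-15-5p kept its call on valid reads, and that of PC-10-5p ended (log2 ratio 4.41) and was made at an unchanged mean depth.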

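Grouped by the miR number in their names, the 662 conserved entries fell into 147 families. The miR166 family, which targets HD-ZIP III transcripts, held by far the most reads, with 225461 raw reads in the NT library, 266746 in the MET library and 261168 in the AET library. The miR396 family, which targets growth-regulating factors, held 2941.5, 8041 and 6104.5 raw reads over its distinct sequences, and the miR319 family, which targets TCP transcripts, held 1969, 1854 and 285.3.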

Of the conserved miRNAs detected in the wild tomato LA2093, 390 miRNAs were assigned to 71 miRNA families by family analysis (Fig. 3). Of the 71 families, miR166 was the largest, with 27 miRNA members, followed by miR159, miR8007 and miR156, with 23, 23 and 21 miRNA members, respectively (Fig. 3). 

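By entries, miR8006, a family annotated in potato, was the largest with 38, followed by miR166 with 27, miR8007 with 23 and the NF-Y-targeting miR169 with 22. The 38 miR8006 entries had 29 distinct sequences under 3 names, and the 23 miR8007 entries had 16 under 4 names. The 27 miR166 entries had 22 distinct sequences under 17 names, and miR169 had 19 under 20 names. The MYB-targeting miR159 had 11 entries, and 24 together with miR319. The SPL-targeting miR156 had 17 entries, and 21 together with miR157.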

There were 20 families with only one member, such as miR528 and miR828 (Fig. 3).

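In the list grouped by miR number, 59 families had a single entry. spi-miR528-5p_ata (TGGAAGGGGCATGCAGAGGAG) had 0 raw reads in the NT library, 1 in the MET library and 0 in the AET library, so no ratio is given. spi-miR828a_gma (TCTTGCTCAAATGAGTATTCCA), from a hairpin on chromosome 10 from 3437972 to 3438074 and of a family that targets MYB transcripts, had 6, 5 and 11 raw reads. Its log2 ratio was −0.94 for MET against NT (95% interval, −2.99 to 1.04) and 0.31 for AET against NT (−1.25 to 2.03), and neither passed the test.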

### Overview of degradome sequencing data

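Degradome sequencing reads the 5′ ends of cleaved transcripts, so that reads starting at the position a miRNA would cut mark a cleavage site. The authors made 1 degradome library per temperature from the leaves taken at 8 h, matched the reads to the tomato transcripts of the iTAGv2.3 annotation, predicted miRNA sites with an alignment score (0 to 4 in the deposited tables, lower is better) and placed each site in a category from 0 to 4 with CleaveLand. Category 0 is a single highest peak on the transcript, and category 4 is a single raw read. The deposited site values are tags scaled to a fixed library total (TPB in the tables), in which 1 read equals 84.9 in the NT library, 87.2 in the MET library and 92.1 in the AET library; after division, 91.5% of 598 values were whole reads within 0.05, the rest being split between several places. Reads per site were rounded and compared between libraries by a two-sided Fisher's exact test against all other raw reads of the library, at a p of 0.05 or less and a log2 ratio of at least 1 in size. Depth per site was low: 57.7% of 130 distinct sites in the NT library, 61.9% of 113 in the MET library and 57.6% of 118 in the AET library had 1 read, and 10, 11 and 14 sites had 5 or more. With 1 library per temperature, these tests also compare libraries and not temperatures.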

There were 11,774,232, 11,471,728 and 10,853,424 raw reads identified in the NT, MET and AET libraries by degradome sequencing, corresponding to 3,596,303, 3,379,825 and 3,454,547 unique raw reads, respectively (Table 2). After blasting, 80.19%, 78.75% and 80.90% of the reads in the NT, MET and AET libraries, respectively, mapped to the reference data (ftp.jgi-psf.org/pub/compgen/phytozome/.v10.0/Slycopersicum_225_iTAGv2.3/annotation/Slycopersicum_225_iTAGv2.3.transcript.fa.gz) (Table 2).

### Target genes identification of conserved and novel miRNAs in tomato

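The transcripts with sites included those of transcription factors that are known miRNA targets in plants, besides many others. GRF5 (Solyc12g096070.1.1, position 332, miR396), which promotes leaf growth, had 2, 10 and 6 reads in the NT, MET and AET libraries, and TCP2, TCP4 and MYB65 transcripts, chosen after their values had been seen, carried sites of miR319 or miR159. ARF17 (Solyc11g013470.1.1, position 554, miR160), an auxin response factor, had 4, 3 and 3 reads and was in category 0 in each library. The deposited pairs of a conserved miRNA and a site reduce to 220 distinct positions on 208 transcripts, since related miRNAs share a site. Of the 349 pairs, 149 had an alignment score of 3 or less, and 55 had a degradome p-value of the authors of 0.05 or less in at least 1 library.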

Of the 662 conserved miRNAs, 138 conserved miRNAs targeted 349 sequences of 163 specific genes (Supplementary Table S5). Additionally, 73 target sequences of the conserved miRNAs were detected in all three libraries, but 67, 56 and 66 target sequences were detected only in the NT, MET and AET libraries, respectively (Supplementary Table S5). 

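The best covered site lay on PHB (Solyc02g069830.2.1, position 629), an HD-ZIP III transcript of leaf polarity cut at the miR166 site, with 22 reads in the NT library, 12 in the MET library and 14 in the AET library. HAM3 (Solyc11g013150.1.1, position 389), a GRAS transcript cut at the miR171 site, had 16, 7 and 9 reads, and AGO1 (Solyc06g072300.2.1, position 388), the slicer of the miRNA pathway and a target of miR168, had 5, 7 and 10. NFS1 (Solyc02g091900.2.1, position 467), paired with spi-miR9470-3p, had 6, 12 and 18 reads, and rose in the AET library against NT by a log2 ratio of 1.70 (95% interval, 0.31 to 3.32; Fisher's exact test, p = 0.0125). Over distinct positions, 37 sites were found in all 3 libraries, 48 in the NT library alone, 37 in the MET library alone and 47 in the AET library alone. Of the sites seen in a single library most had 1 read, so their absence from the other libraries was not detectable at this depth. Sites of category 0 or 1 in all 3 libraries were those of ARF17, of GRF5 on 2 transcripts and of PHB on 2 transcripts.

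**Figure D1:**
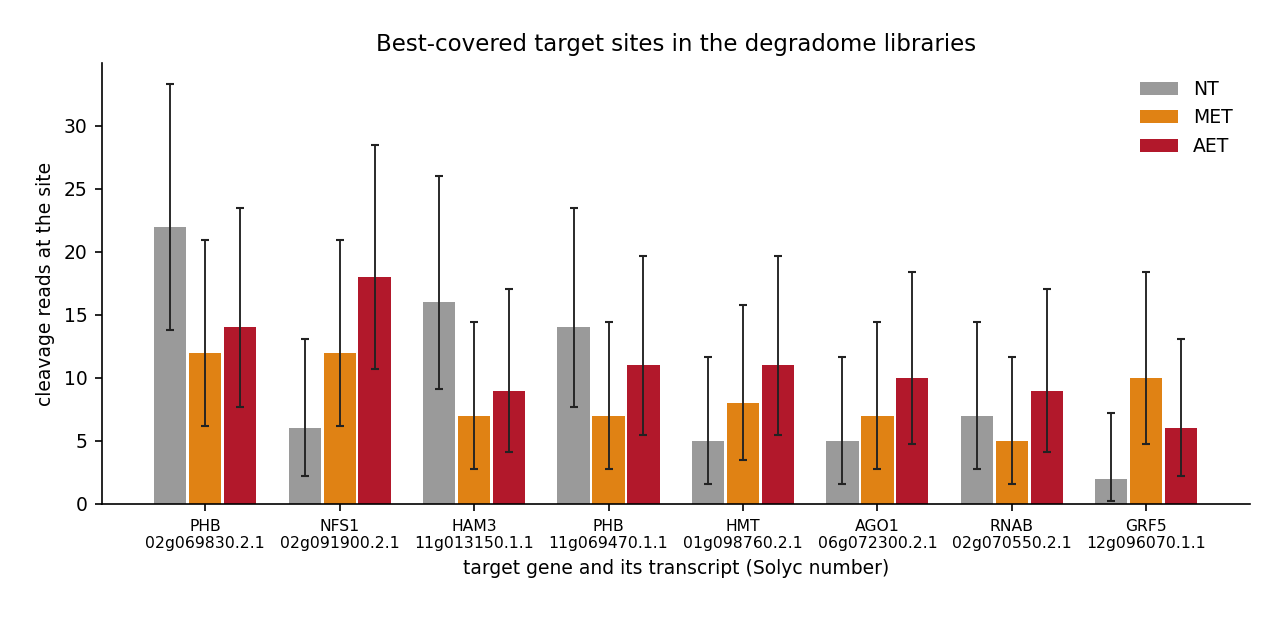
Degradome reads at 8 well covered cleavage sites, with one bar per library (NT, MET and AET) and exact 95% Poisson intervals as error bars; the vertical axis gives raw reads and the horizontal axis the gene. The intervals of the 3 libraries overlap at each site, PHB on Solyc02g069830.2.1 running from 22 reads at NT to 12 at MET.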

The NT library contained 212 target sequences of the conserved miRNAs, including 19, 8, 62, 0 and 123 sequences belonging to categories 0, 1, 2, 3 and 4, respectively. The MET library contained 186 target sequences of the conserved miRNAs, including18, 10, 57, 12 and 89 sequences belonging to categories 0, 1, 2, 3 and 4, respectively. Moreover, the AET library contained 184 target sequences of the conserved miRNAs, including 24, 6, 52, 1 and 101 sequences from categories 0, 1, 2, 3 and 4, respectively. 

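Pairs in category 4, which rest on 1 raw read, made up 58.0% of the pairs in the NT library, 47.8% in the MET library and 54.9% in the AET library. On distinct positions, category 0 held 7 sites in the NT library, 6 in the MET library and 7 in the AET library, and category 4 held 73, 61 and 65. PHB on Solyc11g069470.1.1 (position 571, miR166) was in category 0 in the NT library with 14 reads, in category 1 in the MET library with 7 and in category 0 in the AET library with 11. HAM3 was in category 0 in the NT library, category 2 in the MET library and category 0 in the AET library. CPI1 (Solyc12g098640.1.1, position 135), an enzyme of sterol synthesis paired with spi-miR2275c-5p_ata, moved from category 2 with 2 reads in the NT library to category 0 with 12 in the AET library (log2 ratio 2.70, 95% interval 0.54 to 5.90, Fisher's exact test, p = 0.00569). In the MET library the site had 1 read, in category 4, and its alignment score was 4. The paired miRNA had no reads in the NT and MET sRNA libraries, so the reads at this site cannot be credited to it.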

A single conserved miRNA could regulate several target genes and more than one conserved miRNA could regulate one target gene. For example, spi-miR6300_gma targeted both *HSP70* and *HMT*; *HSP60-3A* was targeted by both spi-miR166g-3p_osa and spi-miR166c-3p; SPL9 was targeted by spi-miR156a, spi-miR156a_stu, spi-miR156f-5p_stu and spi-miR157d_ath.

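HSP70 (Solyc07g043560.2.1) was paired with spi-miR6300_gma at position 2743, and HMT (Solyc01g098760.2.1), a heavy metal transport protein, at position 130, where it had 1 read in the NT library, 0 in the MET library and 2 in the AET library. A nearby position on HMT, 124, paired with spi-miR6300-p5_gma, had 5, 8 and 11 reads. SPL9 (Solyc10g078700.1.1, position 775), a regulator of the change from the juvenile to the adult phase, had 1 read in the NT library, 1 in the MET library and 0 in the AET library, and this single position was listed for 4 miRNAs of the miR156 and miR157 families. Of the 138 conserved miRNAs with a target, 68 were paired with several transcripts, up to 9 for spi-miR396a-5p. Of the 208 transcripts, 57 were paired with several miRNAs, up to 7 for MYB65 (Solyc01g009070.2.1); MYB65 and spi-miR396a-5p are named here after these counts had been seen.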

Of the 97 novel miRNAs, eight novel miRNAs targeted 13 sequences of ten specific genes, with only one sequence targeted by PC-69-3p detected in all three libraries (Supplementary Table S6). 

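The sites of the predicted miRNAs held fewer reads than those of the conserved ones. AR401 (Solyc02g091190.2.1, position 1041), a methyltransferase transcript paired with PC-69-3p, had 4, 2 and 4 reads in the NT, MET and AET libraries. No other site of a predicted miRNA had more than 3 reads in a library. None of these pairs reached a degradome p-value of the authors of 0.05 or less in any library, and 3 had an alignment score of 3 or less.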

The NT, MET and AET libraries contained eight (one from category 2 and seven from category 4), five (two from category 2 and three from category 4) and three (all from category 2) target sequences, respectively. 

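Leaving out category 4, the sites of 4 transcripts remained for the predicted miRNAs. MAPR3 (Solyc03g025950.2.1, position 301), a membrane-associated progesterone binding protein paired with PC-59-3p, had 3 reads in the AET library. LRR-TPK (Solyc12g014350.1.1, position 2901), a receptor-like kinase paired with PC-52-5p, had 2 reads in the MET library. Beside counts of 0 in the other libraries, neither difference was detectable at this depth.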

The target genes could be regulated by both the conserved and the novel miRNAs. For example, *RLP32* might be regulated by spi-miR6022 and PC-49-3p. 

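RLP32 transcripts encode receptor-like proteins. spi-miR6022 (TGGAAGGGAGAATATCCAGGA, from a hairpin on the plus strand of chromosome 11 from 3158675 to 3158925) was paired with 4 of them at an alignment score of 1, with 1 read per library where a read was found: Solyc01g005730.2.1 at position 1201 in the NT and AET libraries, and Solyc01g005720.2.1 at 524, Solyc01g005760.2.1 at 1254 and Solyc01g005870.1.1 at 1197 in the MET library. PC-49-3p was paired with 4 RLP32 transcripts and 1 RLP43 transcript in the NT library, each at a TPB of 14.2, which is less than 1 read and comes from reads split between transcripts. spi-miR6022 had 639, 1412 and 1431 raw reads, with log2 ratios of 0.47 for MET against NT (95% interval, 0.33 to 0.61) and 0.60 for AET against NT (0.46 to 0.73), and was not called.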

Compared to the conserved miRNAs, the novel miRNAs targeted some noteworthy genes. S-adenosyl-L-methionine-dependent methyltransferases are the key enzymes in the synthesis of phenylpropanoids, flavonoids and many other metabolic products in plants^31^. 

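PC-69-3p (TCCAAAGGTGAATGAAGGATAGT), from a hairpin on the plus strand of chromosome 12 from 11193633 to 11193841, had 6 raw reads in the NT sRNA library, 12 in the MET library and 18 in the AET library. Its log2 ratio was 0.33 for MET against NT (95% interval, −1.20 to 2.03) and 1.02 for AET against NT (−0.38 to 2.64; Fisher's exact test, p = 0.0662), and neither passed the test. The cleavage site on the methyltransferase transcript AR401 was in category 2 in each degradome library, with an alignment score of 4.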

*AR401* (S-adenosyl-L-methionine-dependent methyltransferase superfamily protein) might be regulated by PC-69-3p, which was detected in all three libraries in this study. Pentatricopeptide repeat (PPR) protein is involved in RNA editing, RNA splicing, RNA cleavage and translation and plays essential roles in posttranscriptional processes in mitochondria and chloroplasts^32^. 

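PC-84-5p (ATAAAATTAAACAAGTAGACATGC), from a hairpin on the plus strand of chromosome 3 from 31142 to 31269, was paired with CRR4 (Solyc01g091240.2.1, position 744), which encodes a pentatricopeptide repeat protein, at an alignment score of 4 and in category 4, with 1 read in the MET degradome library. The miRNA itself had 3, 11 and 22 raw reads in the NT, MET and AET sRNA libraries. It rose in the AET library against NT by a log2 ratio of 2.31 (95% interval, 0.57 to 4.69; Fisher's exact test, p = 0.000355), a call that ended on valid reads (log2 ratio 2.45) and was made at an unchanged mean depth. For MET against NT its log2 ratio of 1.20 (−0.72 to 3.68; Fisher's exact test, p = 0.165) did not pass.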

*CRR4* (PPR superfamily protein) might be regulated by PC-84-5p, which was detected only in the MET library.

### Functional analysis of miRNA targets in tomato

The GO functional annotation suggested that the target genes of conserved miRNAs were involved in many biological processes and molecular functions, including apoptotic process, oxidation-reduction process, protein phosphorylation, DNA-dependent regulation of transcription, ATP binding and so on (Supplementary Figure S2). Compared to the conserved miRNAs, the target genes of the novel miRNAs had some distinctive molecular functions, including nitronate monooxygenase, aspartic-type endopeptidase and methyltransferase activity (Supplementary Table S7). The KEGG analysis revealed few functions for the conserved miRNA targets, such as citrate cycle (TCA cycle), carbon fixation in photosynthetic organisms and so on (Supplementary Table S8).

The GO enrichment analysis showed that the target genes of the miRNAs with different expression levels were mainly involved in sequence-specific DNA-binding transcription-factor activity, regulation of transcription and sequence-specific DNA binding in the wild tomato plants at the moderately and acutely elevated temperatures (Supplementary Figure S3).

### qRT-PCR validation of miRNAs and target genes in tomato

Among the conserved miRNAs, compared to the respective control, the expression level of spi-miR159 significantly increased at 1 h but decreased at 4 h, 8 h and 24 h at the moderately elevated temperature; the expression level of spi-miR168a-5p significantly decreased at the moderately elevated temperature except at 4 h; the expression level of spi-miR171d significantly decreased at the moderately elevated temperature (Fig. 4A). Compared to the control, the expression level of spi-miR319a was significantly higher at 4 h, 8 h and 12 h at the moderately elevated temperature; the expression level of spi-miR408b-3p_stu was significantly higher at 8 h and 12 h at the moderately elevated temperature (Fig. 4A). Among the novel miRNAs, compared to the control, the expression level of PC-49-3p significantly increased at 4 h, 8 h and 24 h at the moderately elevated temperature; the expression level of PC-65-3p significantly decreased at 12 h and 48 h at the moderately elevated temperature (Fig. 4A). The expression level of spi-miR159 was significantly higher at 1 h and 48 h, while the expression level of spi-miR168a-5p and spi-miR171d was significantly lower at the acutely elevated temperature as compared to the control (Fig. 4B). Compared to the control, the expression level of spi-miR319a significantly increased at 1 h, 4 h, 8 h, 12 h and 24 h at the acutely elevated temperature; the expression level of spi-miR408b-3p_stu was significantly higher at 8 h, 12 h, 24 h and 48 h at the acutely elevated temperature (Fig. 4B). The expression level of PC-49-3p showed no significant difference at different time points of at acutely elevated temperature; the expression level of PC-65-3p significantly decreased at the acutely elevated temperature compared to the control (Fig. 4B).

Compared to the control, the expression level of Solyc12g014120.1.1 cleaved by spi-miR159 significantly increased at 1 h and decreased at 4 h, with a significant increase at 12 h at the moderately elevated temperature; the expression level of Solyc11g013470.1.1 targeted by spi-miR160a significantly decreased at the moderately elevated temperature except at 48 h (Fig. 5A). Compared to the control, the expression level of Solyc06g072300.2.1 targeted by spi-miR168a-5p was significantly higher at 12 h and 24 h at the moderately elevated temperature in comparison with control (Fig. 5A). Compared to the control, the expression levels of Solyc11g013150.1.1 targeted by spi-miR171d and Solyc02g091190.2.1 targeted by PC-69-3p significantly increased at 8 h and 48 h at the moderately elevated temperature; the expression level of Solyc02g070550.2.1 cleaved by spi-miR8029_stu significantly decreased at 1 h and 48 h but increased at 12 h at the moderately elevated temperature (Fig. 5A). Compared to the control, the expression level of Solyc12g014120.1.1 was significantly lower at 4 h, 8 h and 12 h but higher at 48 h at the acutely elevated temperature; the expression level of Solyc11g013470.1.1 did not show significant difference at the acutely elevated temperature; the expression level of Solyc06g072300.2.1 significantly decreased at 1 h, 4 h and 8 h, with a significant increase at 48 h at the acutely elevated temperature (Fig. 5B). Compared to the control, the expression level of Solyc11g013150.1.1 significantly increased at 4 h, 8 h, 12 h, 24 h and 48 h at the acutely elevated temperature (Fig. 5B). Compared to the controls, the expression levels of Solyc02g070550.2.1 and Solyc02g091190.2.1were significantly higher at 48 h and 12 h, respectively, at the acutely elevated temperature (Fig. 5B).

## Discussion

### Conserved and novel miRNAs in tomato at the elevated temperatures

In our previous study, 67 tomato genotypes were screened in three levels of heat stress and the heat-sensitive and heat-tolerant tomato showed different physiological responses to heat stress^30^. High temperatures are less deleterious to the growth and development of the heat-tolerant tomato than those of the heat-sensitive tomato^29^,^30^. miRNAs, which are non-coding, play important roles in the regulation of plant growth and development and stress responses^33^,^34^,^35^. High-throughput sequencing has permitted research on heat-responsive miRNAs in *Triticum aestivum*^26^, *Brassica rapa*^36^,^37^, *Populus tomentos*a^38^ and *Saccharina japonica*^39^. However, it was still unknown how the heat-tolerant wild tomato (*Solanum pimpinellifolium* L.) responds to high temperature at the miRNA level and which genes targeted by the miRNAs are involved in the response to high temperatures in tomato plants. Additionally, it was unknown whether the response of miRNAs and their target genes differs between two different high temperatures. Therefore, we globally identified the heat-responsive miRNAs and their target genes under moderately and acutely elevated temperatures in a heat-tolerant wild tomato.

After screening and removal of redundant reads, 662 conserved miRNAs from 532 precursors and 97 novel miRNAs from 92 precursors were identified in this study (Supplementary Table S1), enriching the numbers of tomato miRNAs. Of the sRNAs identified in our study, the 24-nt sRNAs showed the highest abundance (Fig. 1), in agreement with the results from *Cucumis sativus*^20^ and *Raphanus sativus*^40^. 

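The shared set shrank where more reads were asked for in every library. With at least 3 raw reads in each library, 298 conserved miRNAs (45.0%) and 67 predicted miRNAs (69.1%) were shared, and with at least 10, 181 (27.3%) and 30 (30.9%). Among the conserved miRNAs with at least 10 raw reads in some library, 42 reached 10 in the MET library alone, 30 in the AET library alone and 2 in the NT library alone, where the library was the shallowest.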

A proportion of the conserved miRNAs (75.4%) and the novel miRNAs (93.8%) were shared among the three libraries (Fig. 2), suggesting that the majority of miRNAs are constitutively expressed at normal and high temperature conditions. The family analysis revealed that the miR166 family was the most populated family in the wild tomato plant, with 27 miRNAs (Fig. 3). Some miRNAs are conserved among some plant species, while others are species-specific^25^.

### Heat-responsive miRNAs in tomato at the elevated temperatures

There were 12 heat-responsive miRNAs identified in *Triticum aestivum*^26^. In *Brassica rapa*, five miRNA families were responsive to heat stress^37^. Wang *et al*.^36^ found that exposure to high temperatures decreased the abundance of chloroplast sRNAs (csRNAs) in *Brassica rapa* ssp. *Chinensis*. In *Populus tomentos*a, 52 heat-responsive miRNAs were identified^38^. Some miRNAs were up- or down-regulated when the plants were subjected to stress, suggesting that these miRNAs play crucial roles in plant stress tolerance^41^. In this study, the miRNAs that were significantly up- or down-regulated when the tomato plants were exposed to the elevated temperatures were considered to be heat-responsive. In summary, 96 and 150 miRNAs responded to the moderately and acutely elevated temperature, respectively (Supplementary Tables S3 and S4), which increased the number of heat-responsive miRNAs. This indicated that more miRNAs responded to the acutely elevated temperature than to the moderately elevated temperature in tomato. 

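In both comparisons the called miRNAs included well covered ones, such as the ARF-targeting spi-miR167a and the copper-related spi-miR408b-3p_stu, but many rested on few reads, and more so at 40/40 °C. Over all listed miRNAs, 92 entries were called for MET against NT and 154 for AET against NT. Of the called conserved entries, 36 for MET and 62 for AET had at most 20 raw reads in both libraries, and 21 and 23 had more than 100 in one of them. Sequences at 0 reads in one library made up 6 of the conserved calls for MET and 35 for AET. In 100 simulations of libraries that differ only by counting error, a mean of 13.0 of 629 distinct sequences were called for MET against NT (highest 27) and 15.1 for AET against NT (highest 28), beside 74 and 132 distinct sequences called in the real libraries. With valid reads, which also leave fewer reads in each test, 36 and 35 entries were called, and with valid reads at an unchanged mean depth, a setting chosen after the values had been seen, 115 and 143. From its own counts, the paper concludes that more miRNAs responded to the acutely than to the moderately elevated temperature.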

Most of the miRNAs (53/96) responding to the moderately elevated temperature were down-regulated, while most of the miRNAs (82/150) responding to the acutely elevated temperature were up-regulated. 

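Several groups of miRNAs had median log2 ratios of one sign at both temperatures. The disease-resistance gene-targeting group had medians of 0.62 for MET against NT and 0.44 for AET against NT, and the HD-ZIP III-targeting group of −0.70 and −0.68. The group of MYB- and TCP-targeting miRNAs had −0.18 (0.24 on valid reads) and −1.91, and differences between the temperatures were not tested for these medians. Both comparisons share the NT library, so medians of one sign are expected in part without a response to temperature. Across 24 groups, 3 had a median outside the central 95% of random lists for MET against NT and 6 for AET against NT. Groups of unrelated sequences would give 1.20 each. Members of a group are in part related, as hairpin arms or sequences with equal reads are, so this number may be too low. Both counts include the fragment-like list, for which the percentile is no test. Of the called entries, 49 were higher and 43 lower in the MET library, so 53.3% were higher (exact 95% binomial interval, 42.6% to 63.7%). For AET, 90 were higher and 64 lower, or 58.4% (50.2% to 66.3%). Over distinct sequences the shares were 56.8% (44.7% to 68.2%) for MET and 60.6% (51.7% to 69.0%) for AET. All these intervals take the calls as independent, which repeated sequences and the arms of a hairpin are not. The split for MET moved with the scaling: 31 higher and 5 lower on valid reads, 80 and 35 on valid reads at an unchanged mean depth, and 55 and 29 on raw reads, while for AET it was 17 and 18 on valid reads, 84 and 59 on valid reads at an unchanged mean depth and 80 and 72 on raw reads. With totals of each class alone, 45 were higher and 53 lower for MET; this setting and that at an unchanged mean depth were chosen after the values had been seen.

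**Figure D2:**
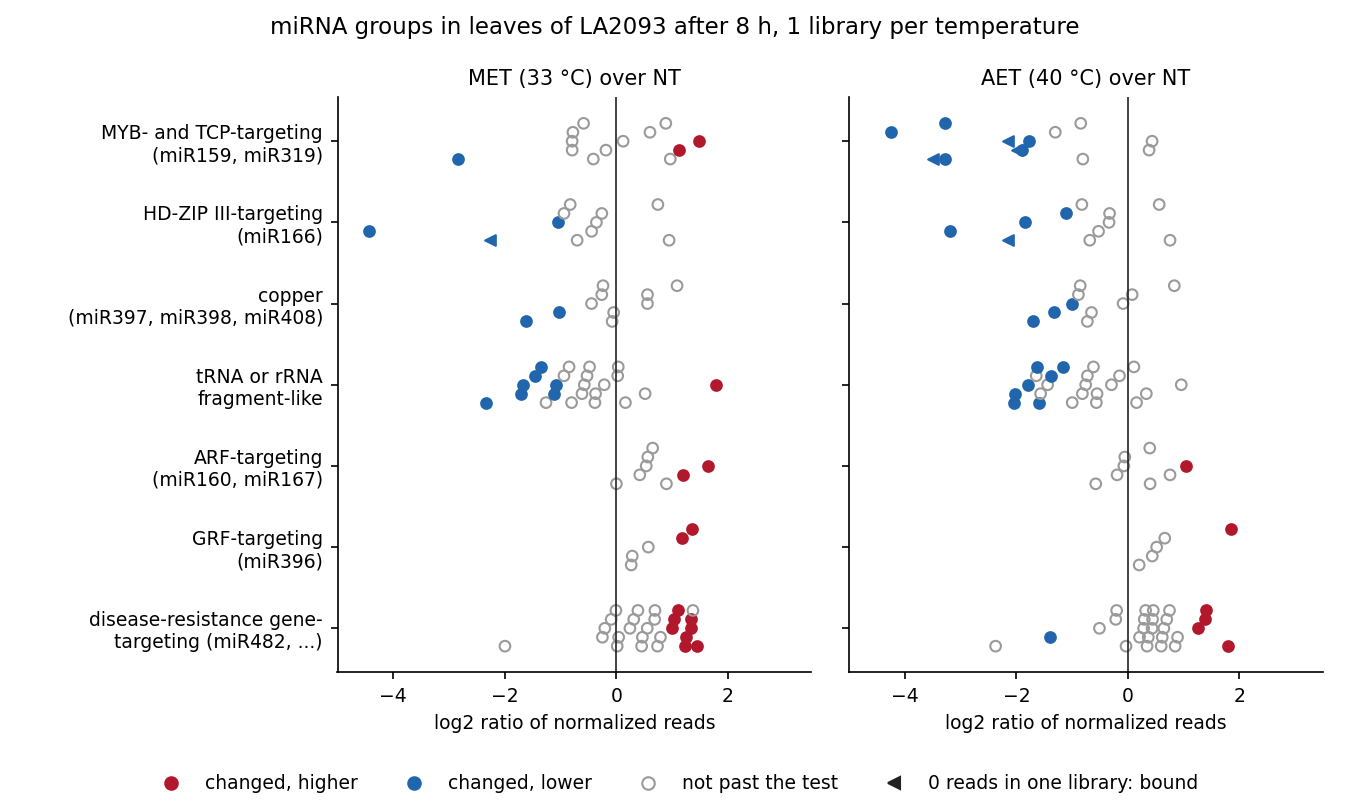
Log2 ratios of normalized reads of the members of 7 miRNA groups (vertical axis) for MET over NT (left) and AET over NT (right); each point is 1 distinct sequence with at least 10 normalized reads in a library, filled where called, and triangles mark sequences with 0 reads in one library, drawn at their bound. For AET, 8 of the 13 MYB- and TCP-targeting sequences are filled and lie to the left; scaling to valid reads would shift all points by 0.42 on the left panel and 0.14 on the right.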

In *Populus euphratica*, most drought-responsive miRNAs were up-regulated^42^. In *Brachypodium distachyon* and *Solanum habrochaites,* most chilling-responsive miRNAs were down-regulated^13^,^25^. In *Populus tomentos*a, most heat-responsive miRNAs were down-regulated^38^. We inferred that the ratio of up-regulated miRNAs to down-regulated miRNAs was related to the plant species and the type of stress.

Moreover, some heat-responsive miRNAs were conserved, while other heat-responsive miRNAs were species-specific. On one hand, the changes in the expression levels of some heat-responsive miRNAs were consistent across species. For example, miR156 and miR167 were induced in *Triticum aestivum* and *Brassica rapa* by exposure to high temperatures (40 °C and 46 °C, respectively)^26^,^37^. In this study, spi-miR156f-5p_stu, spi-miR167a and spi-miR167b-3p_stu were significantly up-regulated (1.18, 1.19 and 1.65-fold, respectively) in the library from the plants held at 33 °C compared to the control library (Supplementary Table S3). 

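spi-miR156f-5p_stu (CTGACAGAAGAGAGTGAGCA; hairpin on chromosome 7, plus strand, 324072 to 324190), an SPL-targeting miRNA, rose from 17 raw reads in the NT library to 61.5 in the MET library, with a 95% interval of the log2 ratio of 0.40 to 2.06 (Fisher's exact test, p = 0.000273). spi-miR167a (TGAAGCTGCCAGCATGATCTA; chromosome 6, minus strand, 45629356 to 45629471), which targets auxin response factors, rose from 1268 to 4624 (interval 1.10 to 1.28; Fisher's exact test, p = 5.31e-237). spi-miR167b-3p_stu (chromosome 9, plus strand, 59584679 to 59584771) rose from 6 to 30 (interval 0.36 to 3.20; Fisher's exact test, p = 0.00141). The call of spi-miR167a remained on valid reads. Those of spi-miR156f-5p_stu and spi-miR167b-3p_stu ended with log2 ratios that went from 1.18 to 1.61 and from 1.65 to 2.07, and both were made at an unchanged mean depth.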

By comparison, spi-miR167a was significantly up-regulated (1.05-fold) and spi-miR156b-p3 was detected only in the library from the plants held at 40 °C compared to the control library (Supplementary Table S3). These results indicate that expression of miR156 and miR167 in tomato plants is induced not only by exposure to acutely elevated temperatures (≥40 °C) but also by exposure to moderately elevated temperatures that were slightly higher than the optimum temperature for plant growth. miR398 and miR399 were inhibited in *Triticum aestivum* and *Brassica rapa* by exposure to high temperatures^26^,^37^. 

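In the AET library spi-miR167a had 3885 raw reads, a log2 ratio of 1.05 against NT (95% interval, 0.96 to 1.14; Fisher's exact test, p = 8.2e-189), and this call remained on valid reads. spi-miR156b-p3 (ATTGGAAGCTGCACCTTAATTCTT; hairpin on chromosome 2, plus strand, 47055512 to 47055595) had 8 raw reads in the AET library and 0 in the NT and MET libraries, which makes it at least 1.80-fold higher than in the NT library (Fisher's exact test, p = 0.00526); this call ended on valid reads and was made at an unchanged mean depth. Summed over the whole family, miR167 had a log2 ratio of 0.79 for AET against NT (0.71 to 0.86), or 0.93 on valid reads.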

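Of the copper-related miR398 family, spi-miR398a-3p_stu (TATGTTCTCAGGTCGCCCCTG; hairpin on chromosome 11, minus strand, 47382919 to 47383009) had 1249, 1691 and 1742 raw reads in the NT, MET and AET libraries and was not called. The summed miR398 reads had a log2 ratio of −0.22 for MET against NT (95% interval, −0.32 to −0.13), which turned to 0.20 on valid reads. The miR399 family, which acts in phosphate signalling, had 21, 32.3 and 24.3 raw reads in all, with a log2 ratio of −0.05 for MET against NT (−0.90 to 0.80), or 0.37 on valid reads.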

In this study, there were no significant changes in the expression levels of miR398 and miR399 in the 33 °C library compared to the control library (Supplementary Table S3). However, spi-miR398b-3p_stu targeting *CSD1* was significantly down-regulated (1.00-fold) in the 40 °C library compared to the control library and spi-miR399-p5 was not detected in the 40 °C library (Supplementary Tables S3 and S5). These indicated that miR398 and miR399 might only function at the acutely elevated temperatures.

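spi-miR398b-3p_stu (TGTGTTCTCAGGTTACCCCTG; hairpin on chromosome 12, plus strand, 65125263 to 65125390) fell from 161 raw reads in the NT library to 119 in the AET library, with a 95% interval of the log2 ratio of −1.36 to −0.65 (Fisher's exact test, p = 5.52e-07). Its log2 ratio lies at the threshold, and the call ended both on valid reads (log2 ratio −0.86) and with median-of-ratios scaling. CSD1 (Solyc01g067740.2.1, position 75), a copper/zinc superoxide dismutase transcript, had 1 cleavage read in each degradome library. spi-miR399-p5 (GGGCTACACTCTATTGGCATG; chromosome 3, plus strand, 8246156 to 8246226) had 7, 11 and 0 raw reads and was at least 3.45-fold lower in the AET library than in the NT library (Fisher's exact test, p = 0.00433), a call that ended on valid reads and was made at an unchanged mean depth.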

On the other hand, some heat-responsive miRNAs might behave differently among species. For example, miR160 and miR168 were up-regulated in *Triticum aestivum* but down-regulated in *Populus tomentos*a by exposure to high temperatures^26^,^38^. 

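The ARF-targeting spi-miR160a (TGCCTGGCTCCCTGTATGCCA; hairpin on chromosome 5, minus strand, 64582664 to 64582792) had 82, 190 and 160 raw reads in the NT, MET and AET libraries and was not called. The summed miR160 reads had a log2 ratio of 0.53 for MET against NT (95% interval, 0.16 to 0.91), or 0.95 on valid reads. spi-miR168a-5p_ath (TCGCTTGGTGCAGATCGGGAC; chromosome 12, plus strand, 63569025 to 63569161), of the family that targets AGO1, fell from 16.5 to 9.5 raw reads (interval of the log2 ratio −2.65 to −0.12; Fisher's exact test, p = 0.0268), and this call ended on valid reads (log2 ratio −1.05), with raw reads in the tests and after Benjamini-Hochberg adjustment, and was made at an unchanged mean depth. The far more abundant spi-miR168a-5p (TCGCTTGGTGCAGGTCGGGAC) had 6886 and 7673 raw reads, a log2 ratio of −0.52 that did not pass.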

In this study, miR160 showed no significant changes at the moderately elevated temperature, while spi-miR168a-5p_ath was significantly down-regulated (1.47-fold) (Supplementary Table S3). 

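spi-miR160a-3p_stu (GCGTATGAGGAGCCAAGCATA) had 0 raw reads in the NT library, 3 in the MET library and 4 in the AET library. It was called for AET against NT (Fisher's exact test, p = 0.0499), but its bound against the floor, 0.901-fold, does not exclude equal levels, and the call ended under the other scalings, with raw reads in the tests and after Benjamini-Hochberg adjustment. spi-miR168a-3p (CCTGCCTTGCATCAACTGAAT; hairpin on chromosome 8, plus strand, 558753 to 558911) fell from 87 to 61.5 raw reads (95% interval of the log2 ratio, −1.55 to −0.57; Fisher's exact test, p = 8.35e-05). spi-miR168a-3p_ath (CCCGCCTTGCATCAACTGAATT) rose from 1 to 11 (0.11 to 8.32; Fisher's exact test, p = 0.00436). Both calls ended on valid reads: the log2 ratio of spi-miR168a-3p went from −1.07 to −0.93, and that of spi-miR168a-3p_ath from 2.89 to 3.03, a call made at an unchanged mean depth. The abundant spi-miR168a-5p, with 9398 raw reads in the AET library, had a log2 ratio of −0.12.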

By comparison, spi-miR160a-3p_stu was detected only at the acutely elevated temperature, while spi-miR168a-3p was significantly down-regulated (1.07-fold) and spi-miR168a-3p_ath was significantly up-regulated (2.89-fold) under this condition (Supplementary Table S3). The different responses of the same miRNAs could be explained by differences in (1) heat-stress treatment in terms of duration and temperature and (2) plant species^39^. 

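Compared directly between the MET and AET libraries, the summed miR156 reads were lower in the AET library by a log2 ratio of −0.36 (95% interval, −0.46 to −0.26), and those of miR167 by −0.20 (−0.25 to −0.14), or by −0.65 and −0.48 on valid reads. miR168, whose family targets AGO1, was higher by 0.38 (0.34 to 0.42), or by 0.10 on valid reads. miR160 had a log2 ratio of −0.14 (−0.45 to 0.16), miR398 of 0.05 (−0.05 to 0.14) and miR399 of −0.31 (−1.13 to 0.50), which on valid reads were −0.42, −0.24 and −0.59. Of single members, spi-miR156f-5p_stu was lower in the AET library than in the MET library (log2 ratio −1.03, −1.74 to −0.37; Fisher's exact test, p = 0.00398), as was spi-miR399-p5, at least 3.40-fold (Fisher's exact test, p = 0.00392), and both calls ended on valid reads (log2 ratio −1.31 for the former) and were made at an unchanged mean depth.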

We found that some miRNAs (including miR156, miR167 and miR168) in tomato plants might respond when the plants are exposed to temperatures only slightly higher than the normal growing temperature, while others (miR160, miR398 and miR399) might only respond to acutely elevated temperatures.

### miRNAs play crucial roles in temperature stress by regulating the target genes in tomato

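By family, miR396 had the most distinct sites, 18, among them those on GRF1, GRF4 and GRF5, which drive leaf growth. miR156, miR166 and miR172 had 14 each, which included sites on SPL2 and SPL9, on PHB, and on AP2 and RAP2.7, and miR482 had 13, some of them on RPP13 and DR and others on transcripts such as GH31 and PAF1. miR319 had 10, on TCP2, TCP4 and MYB65 and on others such as CKB4 and PP2CA; GH31, PAF1, CKB4 and PP2CA were chosen after the list had been seen. For MET against NT, cleavage reads rose at 2 of 179 sites tested: at GRF5 (Solyc12g096070.1.1) by a log2 ratio of 2.36 (95% interval, 0.13 to 5.59; Fisher's exact test, p = 0.0209) and at emb1075 (Solyc04g071140.2.1, position 144), with 0 reads against 5 (Fisher's exact test, p = 0.0293). For AET against NT, 3 of 188 sites rose: those of NFS1, CPI1 and IIL1 (Solyc03g005730.2.1, position 535), an enzyme of leucine synthesis, from 1 to 9 reads (log2 ratio 3.29, 0.44 to 8.74; Fisher's exact test, p = 0.00909). Between AET and MET, CPI1 and MEE51 (Solyc02g081160.2.1) rose and DR (Solyc01g008800.1.1), a disease-resistance transcript at a miR482 site, fell from 6 reads to 0. The changed sites are named after their values had been seen, and no site passed after Benjamini-Hochberg adjustment (smallest adjusted p from Fisher's exact test, 0.984, 0.782 and 0.255).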

We found that 138 conserved miRNAs targeted 349 sequences (163 specific genes) and eight novel miRNAs targeted 13 sequences (10 specific genes) (Supplementary Tables S5 and S6). Most of the target genes of the conserved and novel miRNAs were not identified, possibly due to the low abundance of cleavage products or interactions between the miRNAs and their targets other than mRNA cleavage^25^.

In our previous study, the heat-tolerant wild tomato maintained higher chlorophyll content and net photosynthetic rate compared to the heat-sensitive tomato when exposed to seven days of heat stress^30^. *PyK*, which is targeted by spi-miR2275c-5p_ata and *RPE*, which is targeted by spi-miR3630-3p_vvi, play roles in carbon fixation in photosynthetic organisms. 

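PyK (Solyc04g008740.2.1, position 607), a pyruvate kinase transcript, had 1 degradome read in the MET library and 0 in the NT and AET libraries. RPE (Solyc03g115820.2.1, position 1405), a ribulose-phosphate epimerase transcript, had 1 read in the AET library and 0 in the other libraries. Both sites were in category 4, with alignment scores of 4 and 3.5. spi-miR2275c-5p_ata (AGTGTTGGATGGGACCACA) had 0 raw reads in the NT and MET sRNA libraries and 1 in the AET library, and spi-miR3630-3p_vvi (GGGAATCTCTCTGATGCAC; hairpin on chromosome 3, minus strand, 59532333 to 59532363) had 2 in each, so no ratio is given for either. A difference between temperatures was not detectable at this depth for the sites or the miRNAs.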

We suggest that miRNAs targeting the genes regulating carbon fixation in the heat-tolerant tomato might contribute to the maintenance of regular physiological activities in leaves at elevated temperatures, providing enhanced heat tolerance. The synthesis of Hsps was one plant response to the elevated temperatures^43^. Hsps are involved in the folding, assembly, translocation and degradation of protein and play crucial roles in plant responses to abiotic stresses by assisting in protein refolding^44^. The overexpression of *Hsp70* could improve the heat tolerance of *Arabidopsis thaliana*^45^. 

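Hsp70 (Solyc07g043560.2.1, position 2743) had 1 degradome read in the MET library and 0 in the NT and AET libraries, and Hsp60-3A (Solyc03g121640.2.1, position 673) had 1 read in the AET library and 0 in the others. Both were in category 4 with an alignment score of 4, the highest in the deposited tables. Of the entries named spi-miR6300_gma, the sequence GTCGTTGTAGTATAGTGGTA rose from 3 raw reads in the NT library to 16.5 in the MET library (log2 ratio 1.79; 95% interval, −0.06 to 4.16; Fisher's exact test, p = 0.0159) and had 1.5 in the AET library, a call that ended on valid reads (log2 ratio 2.21) and was made at an unchanged mean depth. The other 6 sequences of this name were not called for MET against NT, and the summed miR6300 reads had a log2 ratio of 0.31 (−0.12 to 0.74). With 1 read per site, a difference between the temperatures was not detectable.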

In this study, spi-miR6300_gma targeted *Hsp70* in the tomato plants at the moderately elevated temperature; spi-miR166c-3p and spi-miR166g-3p_osa targeted *Hsp60-3A* in the tomato plants at the acutely elevated temperature. This result suggests that these miRNAs could play important roles in plant responses to elevated temperatures by regulating *Hsps*. *AGO1* played crucial roles in the plant miRNAs production process^46^. The induction of *AGO1* in tomato under the elevated temperature as indicated by Fig. 5 could cause the change of other miRNAs abundance, which partly explains the reason why the variety and expression level of miRNAs changed in tomato under the elevated temperature. Moreover, *PHB* and other related classes of HD-ZIP transcriptional regulators played critical roles in promotion of vegetative growth in response to various signals^47^. 

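Most reads of the miR166 family changed little, while several minor members fell. spi-miR166a (TCGGACCAGGCTTCATTCCCC; hairpin on chromosome 6, minus strand, 2516284 to 2516394) had 189767, 222946 and 222136 raw reads in the NT, MET and AET libraries, and spi-miR166c-3p (TCGGACCAGGCTTCATTCCTC; chromosome 1, minus strand, 84381885 to 84382072) had 23667, 31571 and 27892; neither was called. The summed miR166 reads had a log2 ratio of −0.43 for MET against NT (95% interval, −0.44 to −0.42) and −0.35 for AET against NT (−0.36 to −0.35), which became −0.01 and −0.22 on valid reads. Of the 22 distinct miR166 sequences, 4 fell and 1 rose at MET, and 5 fell and 2 rose at AET. spi-miR166g-3p_osa (chromosome 1, minus strand, 84381788 to 84381930), which pairs with PHB, fell from 36 to 28 raw reads at MET (log2 ratio −1.04, −1.80 to −0.28; Fisher's exact test, p = 0.0121), a call that ended on valid reads (log2 ratio −0.61). Cleavage reads at the miR166 sites of PHB did not differ past the test: for Solyc02g069830.2.1 the log2 ratio was −0.84 for MET against NT (−1.99 to 0.24; Fisher's exact test, p = 0.123) and −0.53 for AET against NT (−1.61 to 0.50), and for Solyc11g069470.1.1 it was −0.96 (−2.51 to 0.44) and −0.23 (−1.51 to 1.02). The degradome gives cleaved ends and not transcript levels of PHB. The paper states that lower miR166 induced PHB, and from this it deduces that the regulation of PHB by miR166 responded to the elevated temperatures.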

MiR166 was down-regulated and thereby induced the expression of *PHB* when the heat-tolerant tomato received signals indicating elevated temperatures. We deduced that the regulation of *PHB* mediated by miR166 actively responded to the signal indicating elevated temperatures, which might increase heat tolerance in the tomato plants.

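Several miRNAs of copper and leaf-polarity families were lower at both elevated temperatures. spi-miR408b-3p_stu (TGCACTGCCTCTTCCCTGGCT; hairpin on chromosome 1, minus strand, 82801251 to 82801356), whose family targets transcripts of copper proteins, fell from 962 raw reads in the NT library to 758 in the MET library (log2 ratio −1.02; 95% interval, −1.16 to −0.88) and 439 in the AET library (−1.70, −1.86 to −1.53). The summed miR408 reads had log2 ratios of −0.99 (−1.13 to −0.86) and −1.62 (−1.77 to −1.46), or −0.57 and −1.48 on valid reads. spi-miR166m_gma had 39.8 raw reads in the AET library, a log2 ratio of −3.19 against NT (−3.71 to −2.70), and spi-miR166b-p5_stu, chosen after its values had been seen, had 9, 0 and 0 raw reads and was at least 4.79-fold lower at MET and 4.44-fold lower at AET. Among 573 distinct sequences tested in both comparisons, 13 were lower in both, where independent lists would share 2.90 and simulated libraries with no effect shared 1.31, and 11 were higher in both (5.86 and 1.99). None was higher at MET and lower at AET, and 4 were lower at MET and higher at AET. Here independent lists would share 3.81 and 4.47, and simulated libraries with no effect shared 0 in each of 100 simulations. These values cannot show how much of the overlap comes from the shared NT library. Independent lists leave that library out. The simulated libraries had fewer calls to share, with means of 13.0 and 15.1 sequences against 74 and 132. The calls of spi-miR166m_gma remained on valid reads at both temperatures, that of spi-miR408b-3p_stu remained at AET and ended at MET (log2 ratio −0.59), and those of spi-miR166b-p5_stu ended and were made at an unchanged mean depth.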

On one hand, some miRNAs (e.g., miR166 and miR408) showed consistent changes in expression levels in the tomato plants at the moderately and acutely elevated temperatures. On the other hand, certain miRNAs (e.g., miR171) exhibited the opposite changes at the moderately and acutely elevated temperatures, perhaps because certain miRNAs responded differently to different elevated temperatures. Moreover, certain novel miRNAs and their targets were involved in the plant’s response to the moderately elevated temperature (PC-52-5p, targeting *LRR-TPK*) and the acutely elevated temperature (PC-59-3p, targeting *MAPR3*), respectively. 

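spi-miR171d, of the GRAS-targeting miR171 family, is listed as 2 sequences with equal reads (TTGAGCCGCGCCAATATCACT, chromosome 12, plus strand, 2882790 to 2882901, and TTGAGCCGCGCCAATATCACG, chromosome 12, minus strand, 519779 to 519899). It had 36, 26.5 and 32 raw reads in the NT, MET and AET libraries, and fell at MET (log2 ratio −1.12; 95% interval, −1.93 to −0.38; Fisher's exact test, p = 0.00801). At AET its log2 ratio of −0.74 did not pass the test. spi-miR171e (TTGAGCCGCGTCAATATCTCT; chromosome 7, plus strand, 58089150 to 58089256), with 64 raw reads in the NT library and 194 in the AET library, rose at AET (1.03, 0.62 to 1.46; Fisher's exact test, p = 1.27e-10), and its log2 ratio of 0.72 at MET was in the same direction. spi-miR171c-p5, chosen after its values had been seen, fell at AET from 13 to 4.5 raw reads (−2.10, −4.34 to −0.57). No member of the family was called in opposite directions at the 2 temperatures. The summed miR171 reads had log2 ratios of 0.32 for MET against NT (0.15 to 0.49), or 0.74 on valid reads, and −0.13 for AET against NT (−0.32 to 0.05), the latter 0.01 on valid reads, and −0.45 for AET against MET (−0.61 to −0.30), or −0.74 on valid reads. These sums add the equal reads of both spi-miR171d sequences. On valid reads the call of spi-miR171e remained, that of spi-miR171d ended (log2 ratio −0.69), and that of spi-miR171c-p5 ended (−1.96) and was made at an unchanged mean depth.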

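PC-52-5p (TACTTGTGTTAGTTTGACTGA; hairpin on chromosome 9, plus strand, 14244782 to 14244944) had 2, 16 and 0 raw reads in the NT, MET and AET libraries. It rose at MET against NT (log2 ratio 2.33; 95% interval, 0.24 to 5.49; Fisher's exact test, p = 0.0101) and was at least 4.95-fold lower at AET than at MET (Fisher's exact test, p = 0.000246). PC-59-3p (AATCAACTCGGATACAATGTATGT; chromosome 9, minus strand, 6065570 to 6065723) had 5, 11 and 20 raw reads. It rose at AET against NT (1.43, −0.02 to 3.20; Fisher's exact test, p = 0.0155), while for AET against MET its log2 ratio of 0.97 (−0.16 to 2.18; Fisher's exact test, p = 0.0843) did not pass. With valid reads, and against the totals of the predicted miRNAs alone, the calls against NT ended for both; on valid reads the log2 ratios were 2.75 and 1.57, and both calls were made at an unchanged mean depth.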

The qRT-PCR validation of expression levels of seven miRNAs and six target genes were generally consistent with the sequencing results, showing the accuracy of the sequencing result. Moreover, the expression level of the miRNAs and their targets showed opposite change at some time points, indicating that miRNAs played roles in tomato responding to the elevated temperature by regulating their target genes. For example, the expression level of spi-miR168a-5p decreased while the expression level of its target increased at 12 h and 24 h of the moderately elevated temperature and at 48 h of the acutely elevated temperature (Figs 4 and 5). Similarly, the expression level of spi-miR171d decreased while the expression level of its target increased at 8 h of the moderately elevated temperature and at 4 h, 8 h, 12 h, 24 h and 48 h of the acutely elevated temperature (Figs 4 and 5).

High- and low-temperature signals appear to be transduced by independent pathway components at the level of perception and signal transduction^3^. However, the metabolic and physiological responses to the high and low temperature were similar, indicating that some tolerance factors are common^3^. For example, the ROS scavengers and hormones were involved in the heat- and cold-stress responses in tomatoes^8^,^48^. In our previous research, we found that miR156, miR319, miR396 and miR398 were up-regulated and miR168 was down-regulated in a wild chill-tolerant tomato at low temperature^25^. 

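The GRF-targeting miR396 family rose at MET in both arms of a single hairpin on chromosome 12 (minus strand, 2905758 to 2905910). spi-miR396a-5p (TTCCACAGCTTTCTTGAACTG) went from 388 to 1396.5 raw reads (log2 ratio 1.17; 95% interval, 1.01 to 1.34; Fisher's exact test, p = 5.65e-71) and spi-miR396a-3p (GTTCAATAAAGCTGTGGGAAG) from 385 to 1573 (1.36, 1.20 to 1.52; Fisher's exact test, p = 4.04e-97), and both calls remained on valid reads. The summed reads of miR396 had a log2 ratio of 0.78 (0.72 to 0.84), or 1.20 on valid reads, and 2 of its 8 distinct sequences rose. Those of the SPL-targeting miR156 had a log2 ratio of 0.50 (0.39 to 0.62), or 0.93 on valid reads, and 1 of its 15 sequences rose. Those of miR168 had a log2 ratio of −0.51 (−0.55 to −0.46), or −0.08 on valid reads, and 1 of its 7 sequences fell.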

In this study, we found that miR156 and miR396 were up-regulated and miR168 was down-regulated in the heat-tolerant wild tomato at the moderately elevated temperature. Moreover, miR319 and miR398 were down-regulated in the heat-tolerant wild tomato at the acutely elevated temperature. Therefore, both the low temperature and the moderately elevated temperature induced the expression of miR156 and miR396 and inhibited the expression of miR168 in the tomato plants. 

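The TCP-targeting miR319 family had fewer reads in the AET library than in the NT and MET libraries. spi-miR319a, listed as 2 sequences with equal reads (TTGGACTGAAGGGAGCTCCCT, hairpin on chromosome 6, plus strand, 1551688 to 1551967, and TTGGACTGAAGGGAGCTCCTT, chromosome 3, plus strand, 49898455 to 49898649), went from 896 raw reads in the NT library and 826.5 in the MET library to 137 in the AET library. Its log2 ratio was −3.28 for AET against NT (95% interval, −3.55 to −3.01; Fisher's exact test, p = 9.37e-196) and −2.49 for AET against MET (−2.76 to −2.22). spi-miR319b-p5, from the other arm of the hairpin on chromosome 6 and chosen after its values had been seen, went from 23 to 0 raw reads and was at least 11.4-fold lower than in the NT library (Fisher's exact test, p = 2.52e-09). Summed over the family the log2 ratio was −3.35 (−3.54 to −3.17), or −3.21 on valid reads, and 7 of 11 distinct sequences fell. The calls of both named miRNAs remained on valid reads. For miR398 the summed log2 ratio was −0.18 (−0.28 to −0.08), or −0.04 on valid reads, and 1 of its 6 distinct sequences fell.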

Meanwhile, the low temperature and acutely elevated temperature altered the production of miR319 and miR398, but in the opposite direction. Moreover, low temperatures caused the up-regulation of miR166 expression and the down-regulation of *PHB* expression in *Arabidopsis thaliana*^49^. Therefore, the regulation of *PHB* mediated by miR166 might have actively responded to both the heat and cold stress, but in the opposite direction. In summary, miRNAs actively respond to the high and low temperatures and play critical roles in improving temperature-stress tolerance in tomato plants by regulating target genes.

## Methods

### Plant materials, growth condition and sample collection

The heat-tolerant wild tomato LA2093 (*Solanum pimpinellifolium* L.), provided by Tomato Genetics Resource Center, University of California, was the plant material for sequencing. Single seeds were sown in a plug tray after soaking and pregermination and then cultured in climate chambers (RDN-560E-4, Dongnan Instrument Co, Ltd, Ningbo, China) at an air temperature of 26/18 °C (14 h/10 h, day/night), a light intensity of 280 ± 20 μmol m^−2^ s^−1^ and 50 ± 10% relative humidity. On the twentieth day after sowing, healthy and uniform seedlings were transferred to plastic plots (11 cm diameter, 9 cm height) and cultured in the climate chambers with the same environmental parameters. The seedlings were irrigated by flooding the bench for 10 min two times per day with 1/2 nutrient solution, according to the Japanese Garden test formula.

The seedlings were randomly divided into three groups for temperature treatments on the seventh day after transfer. The first group was kept at a normal temperature and used as a control (26/18 °C, NT); the second group was exposed to a moderately elevated temperature (33/33 °C, MET); and the third group was exposed to an acutely elevated temperature (40/40 °C, AET). The temperature reached 33 °C in half an hour and 40 °C in an hour in the climate chamber. According to the preliminary experiment, the soil moisture and electrical conductivity (EC) during the temperature treatments were in the normal ranges of 40–55% and 260–380 mS/m, as measured by WET Sensor (Delta-T Ltd, Burwell, England), when the seedlings were irrigated in the same way as before but with one more irrigation with water. Therefore, to keep the soil moisture and EC in a normal range and eliminate the effects of water deficit and drought stress, the experimental groups were subjected to an additional irrigation with water once per day during the temperature treatments.

The second fully expanded leaf was collected at 1 h, 4 h, 8 h, 12 h, 24 h and 48 h after treatment, immediately frozen in liquid nitrogen and stored at −80 °C. To decrease the effects of individual differences, leaves from five seedlings were mixed as one replicate, with three replicates per time point. Seedlings from which leaf samples had been taken were not used for further samples. The samples taken at 8 h were used for sequencing, and the samples taken at 1 h, 4 h, 8 h, 12 h, 24 h and 48 h were used for qRT-PCR analysis.

### sRNA libraries construction and high-throughput sequencing

Leaf samples from LA2093 exposed to 26/18 °C, 33/33 °C and 40/40 °C for 8 h were used to construct three sRNA libraries, which we called the NT, MET and AET libraries, respectively. To construct the three sRNA libraries, three leaf samples were subjected to sRNA extraction using TruSeq Small RNA Sample Preparation Kits (Illumina, San Diego, USA), respectively. Following isolation and ligation, the sRNAs were reverse transcribed to cDNAs. The cDNAs were used for PCR amplification and gel purification. The purified cDNAs from three sRNA libraries were sequenced with Illumina Hiseq2500 (LC-BIO, Hangzhou, China).

### sRNA data analysis and identification of conserved and novel miRNAs

After sequencing, raw reads were further analysed using the ACGT101-miR program (LC Sciences, Houston, Texas, USA). After removing junk reads and sequences <19 nt and >24 nt, remaining sequences were aligned using Rfam (http://rfam.janelia.org), *Solanaceae* Genome Network database (http://sgn.cornell.edu/) and repeat database (http://www.girinst.org/repbase). The sequences that matched Rfam, mRNA, rRNA, tRNA, snoRNA, snRNA, other non-coding RNAs and repeat sequences were filtered out. miRBase is the central online repository for miRNA data^50^. The valid sequences were analysed by blasting against the reported mature miRNAs and pre-miRNAs in plants from miRBase 21.0 (ftp://mirbase.org/pub/mirbase/CURRENT/). The valid sequences mapping to specific species mature miRNAs in hairpin arms were identified as conserved miRNAs. The valid sequences mapping to the other arm of known specific species precursor hairpin opposite to the annotated mature miRNA-containing arm were considered to be novel 5p- or 3p-derived miRNA candidates. A maximum of one mismatch between the target miRNAs and the known miRNAs from miRBase database was allowed. Secondary structures of the pre-miRNAs were predicted using RNAfold software (http://rna.tbi.univie.ac.at/cgi-bin/RNAfold.cgi)^14^, since a stable hairpin structure was an important indicator^51^. Only the pre-miRNAs with stable hairpin structures were considered. The miRNAs that are known among plants as compared with miRBase 21.0 and with stable hairpin structures were classified as conserved miRNAs^25^. For novel miRNAs, two more indexes were applied. Minimal folding free energy index (MFEI) is another important factor for miRNA identification^52^. Novel miRNAs were only considered when the MEFIs of their pre-miRNAs were ≥0.80 in this study. Moreover, the normalised copy number of the novel miRNAs was required to be ≥10 in at least one sample. The expression levels of the miRNAs were analyzed based on the sequences of mature miRNAs and the miRNAs with the same sequences shared the expression levels.

### Degradome sequencing

Total RNAs were extracted using Trizol reagent (Invitrogen, CA, USA) following the manufacturer’s procedure. The total RNAs quantity and purity were analysed using a Bioanalyser 2100 and an RNA 6000 Nano LabChip Kit (Agilent, CA, USA). All samples were assigned RNA integrity number (RIN) values of at least seven. Approximately 20 μg of total RNAs were used to construct the degradome libraries. The NT, MET and AET degradome libraries were constructed according to the methods described by Addo-Quaye *et al*.^23^ and Ma *et al*.^53^, with minor modifications. The mRNA was mixed with biotinylated random primers, and then the RNA containing the biotinylated random primers was captured by beads and ligated to 5′ adaptors. First-strand cDNA was generated from the ligated sequence after reverse transcription. A number of DNA products were produced by PCR amplification. Following purification, digestion, ligation and repurification, the cDNA library was sequenced with an Illumina Hiseq2500 (LC-BIO, Hangzhou, China). CleaveLand 3.0 software was used for data analysis after degradome sequencing^54^. With ftp.jgi-psf.org/pub/compgen/phytozome/.v10.0/Slycopersicum_225_iTAGv2.3/annotation/Slycopersicum_225_iTAGv2.3.transcript.fa.gz as reference data, the degradome sequences were matched to mRNAs using the Oligomap short reads aligner^55^. Target genes of the miRNAs were predicted by Targetfinder. A penalty score (alignment score) criterion was introduced based on the alignment between each miRNA and its potential target. Mismatched pairs were scored as 1, and G:U pairs were scored as 0.5. If the mismatches were located between the second base and the thirteenth base inclusive counting from the 5′ end of the miRNA sequence the score was doubled.

The targets were classified into five categories according to the results of target prediction and degradome sequencing and the abundance of the cleavage sequences. Category 0 miRNA-guided cleavage products were the most significant with only one maximum in target plot (Supplementary Figure S4). Category 1 comprised the most abundant products with more than one degradome tag in target plot. Category 2 products were present at abundances between the median and the maximum. Category 3 comprised the products with scores below or equal to the median. Category 4 sequences were only one raw read.

### Functional analysis of target genes

To clarify the functions of the target genes, GO functional annotation and KEGG pathway analysis of the miRNA targets were performed based on the GO database (http://www.geneontology.org/) and KEGG database (http://www.genome.jp/kegg/), respectively. The miRNAs with significantly different expression levels and their target genes were deprived according to the sRNAs sequencing and degradome sequencing, respectively. The functions of target genes were deprived according to the GO functional annotation.

### qRT-PCR validation of miRNAs and target genes

The samples taken at 1 h, 4 h, 8 h, 12 h, 24 h and 48 h were subjected to qRT-PCR. Total RNAs were extracted with Trizol reagent (Invitrogen, CA, USA), and the quantity and purity of the total RNA were detected using a Bioanalyser 2100 and RNA 6000 Nano LabChip Kit (Agilent, CA, USA). The samples that met a standard of quantity and purity were used for qRT-PCR validation of seven miRNAs and six target genes. The stem-loop RT primers, forward primers and reverse primers for miRNA qRT-PCR were designed according to the criteria described by Tang *et al*.^56^. The primers for mRNA qRT-PCR were designed using primer 5.0 (Primer-E Ltd., Plymouth, UK). The sequences of the primers for the miRNA and mRNA qRT-PCR are shown in Supplementary Tables S9 and S10, respectively.

Total RNAs were reverse transcribed into cDNA using the Prime Script RT reagent Kit (TaKaRa, Dalian, China) in an Eppendorf Mastercycler Gradient (Mastercycler^®^ep realplex, Hamburg, Germany). The reaction for reverse transcription were performed as follows: 42 °C for 60 min, 70 °C for 15 min and on ice for 3 min. The qRT-PCR amplifications were carried out with SYBR Premix Ex Taq^TM^, following the manufacturer’s instructions (Takara, Dalian, China) in an Eppendorf real-time PCR machine (Mastercycler^®^ep realplex, Hamburg, Germany). qRT-PCR reactions of miRNAs and target genes were performed as follows: 95 °C for 2 min, followed by 40 cycles of 95 °C for 15 s, 60 °C for 15 s and 72 °C for 20 s. Tomato U6 small nuclear RNA (U6snRNA) and actin were used as the reference genes for qRT-PCR of miRNAs and mRNAs, respectively. The reactions were repeated three times, and the expression levels were calculated by the 2^−ΔΔCt^ method.

### Statistical analysis

To compare the expression levels of the miRNAs or the target genes in tomatoes at normal temperature (NT), the moderately elevated temperature (MET) and the acutely elevated temperature (AET), a modified global normalization (TPM, tags per million) were used to correct copy numbers among different samples. A chi-square test and Fisher’s exact test were performed after the raw data were normalised from high-throughput sequencing. The log_2_ ratio was used as the threshold to detect differences in miRNA expression levels or the changes in target genes degradation. The miRNAs or target genes were considered to be significantly up-regulated or down-regulated when the *p* values of both the chi-square test and Fisher’s exact test were ≤0.05 and the |log_2_ ratio| was ≥1, according to our previous study^25^. qRT-PCR data were analyzed by analysis of variance (ANOVA) using SPSS 16.0 (SPSS Inc., Chicago, IL, USA). Based on miRNAs sequencing, target prediction and degradome sequencing, target genes predicted by Targetfinder and detected by degrdome sequencing with different expression levels cleaved by miRNAs with different expression levels were used for GO enrichment analysis. GO enrichment analysis was conducted with hypergeometric distribution (LC-BIO, Hangzhou, China). The formula for calculation is

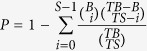

where TB was total number of mRNAs; TS was the number of mRNAs corresponding to selected miRNAs; B was the number of mRNAs annotated with specific functions; S was the number of mRNAs annotated with specific functions corresponding to selected miRNAs; *P* value ≤ 0.05 was regarded as the threshold.

## Additional Information

**Accession codes:** The sequencing data of this study has been submitted to Gene Expression Omnibus (GEO) under the accession number of GSE71819 at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token= wrmxwkiejxildkr&acc= GSE71819.

**How to cite this article**: Zhou, R. *et al*. Identification of miRNAs and their targets in wild tomato at moderately and acutely elevated temperatures by high-throughput sequencing and degradome analysis. *Sci. Rep.* **6**, 33777; doi: 10.1038/srep33777 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

## Figures and Tables

**Figure 1:**
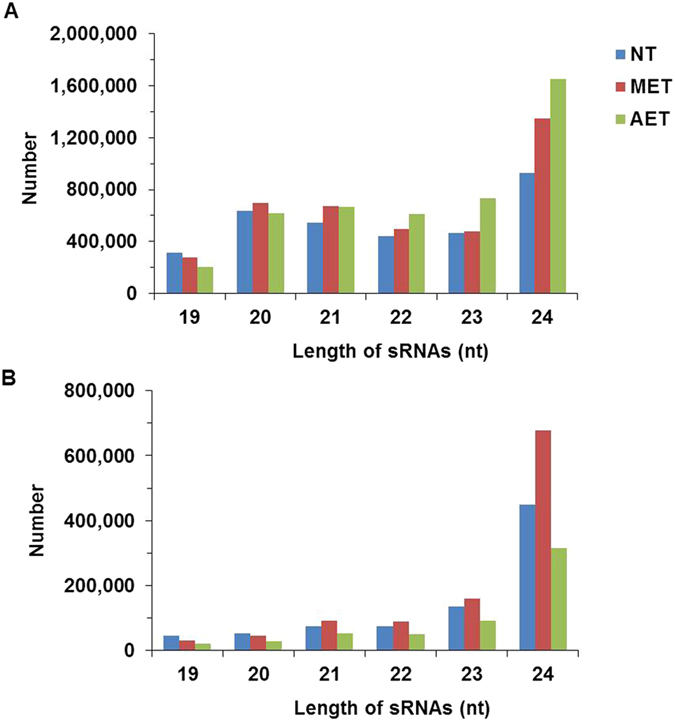
The length distribution of sRNAs in the wild tomato at a control temperature (26/18 °C, NT), moderately elevated temperature (33/33 °C, MET) and acutely elevated temperature (40/40 °C, AET). (**A**) Total sequences; (**B**) unique sequences.

**Figure 2:**
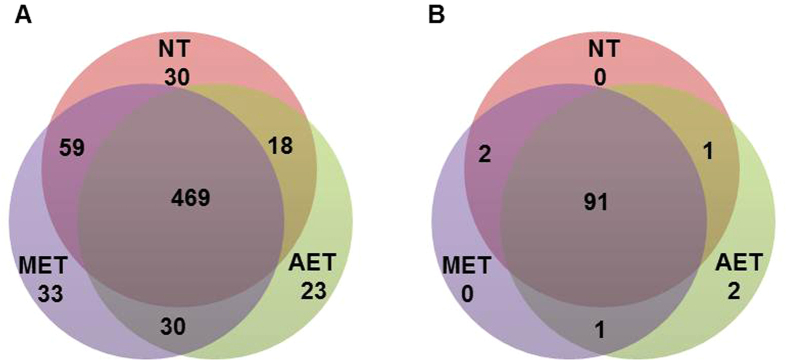
Venn diagrams of (**A**) conserved miRNAs and (**B**) novel miRNAs identified in the wild tomato at a control temperature (26/18 °C, NT), moderately elevated temperature (33/33 °C, MET) and acutely elevated temperature (40/40 °C, AET).

**Figure 3:**
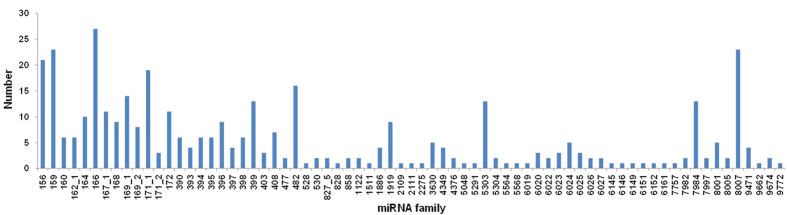
Number of miRNAs in each miRNAs family in the wild tomato.

**Figure 4:**
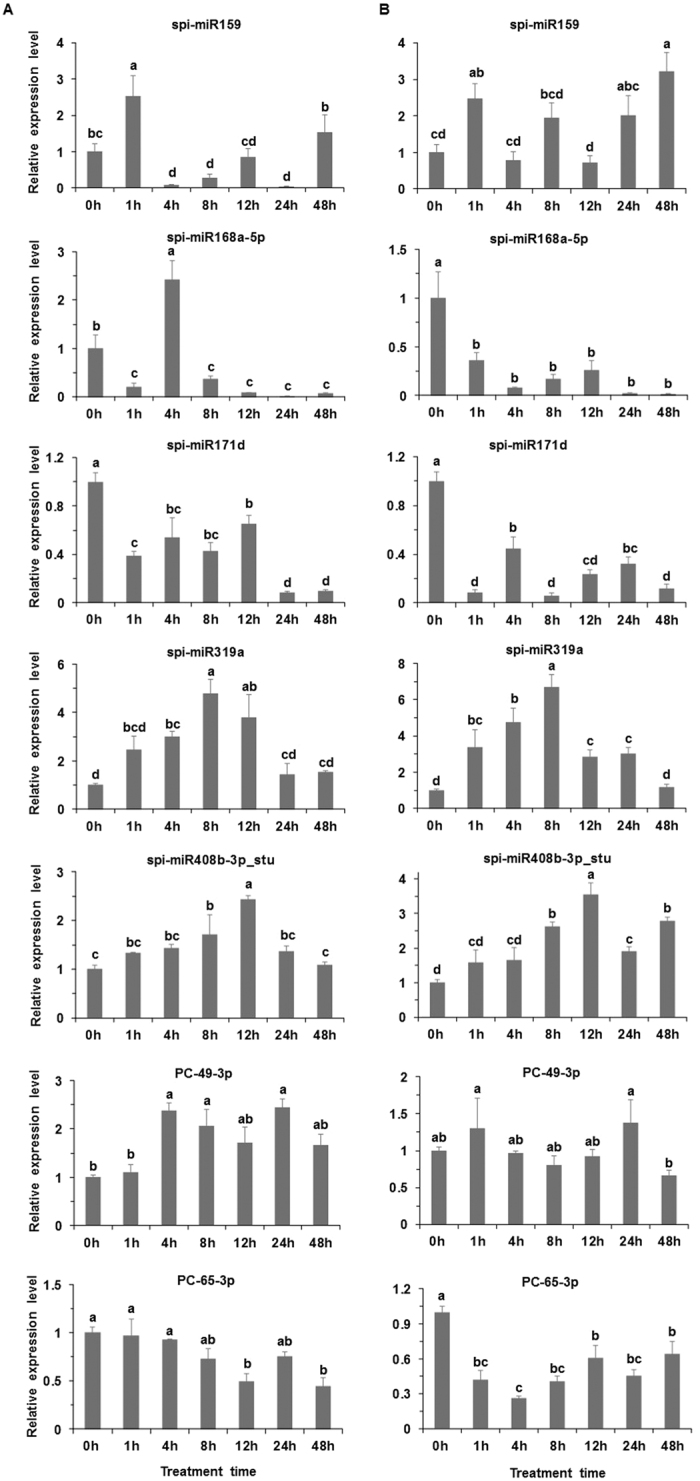
qRT-PCR validation of miRNAs in the wild tomato at control (0 h) or elevated temperature (1 h, 4 h, 8 h, 12 h, 24 h and 48 h). (**A**) Left, moderately elevated temperature (33/33 °C, MET); (**B**) right, acutely elevated temperature (40/40 °C, AET). The seven sub-graphs in A and B give the values for seven miRNAs. Each value was calculated as the mean of three samples ± standard error (SE). The different letters above the bar indicate significant difference (*P* < 0.05).

**Figure 5:**
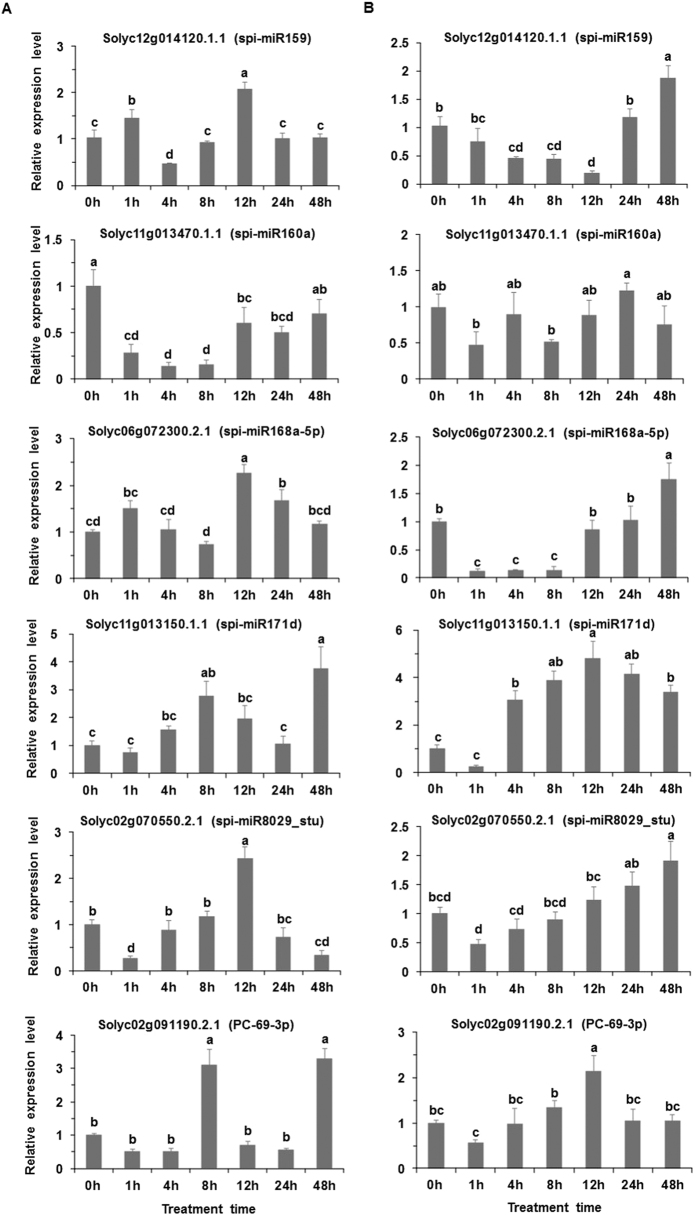
qRT-PCR validation of target genes in the wild tomato at control (0 h) or elevated temperature (1 h, 4 h, 8 h, 12 h, 24 h and 48 h). (**A**) Left, moderately elevated temperature (33/33 °C, MET); (**B**) right, acutely elevated temperature (40/40 °C, AET). The six sub-graphs in (**A**,**B**) give the values for six target genes. Each value was calculated as the mean of three samples ± standard error (SE). The different letters above the bar indicate significant difference (*P* < 0.05).

**Table 1:** Data of sRNA sequences in the NT, MET and AET library.

Types	NT library^A^				MET library^A^				AET library^A^			
	Total sRNA number	Percent of total (%)	Unique sRNA number	Percent of unique (%)	Total sRNA number	Percent of total (%)	Unique sRNA number	Percent of unique (%)	Total sRNA number	Percent of total (%)	Unique sRNA number	Percent of unique (%)
Raw reads	10,850,996	100.00	1,937,422	100.00	10,806,944	100.00	1,967,034	100.00	10,989,848	100.00	1,215,890	100
3ADT&length filter^B^	3,985,067	36.73	878,490	45.34	3,358,332	31.08	618,514	31.44	2,421,294	22.03	513,294	42.22
Junk reads	21,863	0.20	10,187	0.53	28,840	0.27	14,522	0.74	30,510	0.28	6,570	0.54
Rfam^C^	720,517	6.64	50,539	2.61	580,535	5.37	40,566	2.06	675,042	6.14	34,628	2.85
mRNA	2,989,464	27.55	183,508	9.47	3,031,582	28.05	210,920	10.72	3,564,171	32.43	112,495	9.25
Repeats^D^	9,757	0.09	774	0.04	9,021	0.08	827	0.04	5,887	0.05	476	0.04
rRNA	568,456	5.24	34,268	0.32	444,594	4.11	26,649	0.25	514,197	4.68	23,682	0.22
tRNA	111,052	1.02	9,357	0.09	104,212	0.96	8,066	0.07	128,180	1.17	6,867	0.06
snoRNA	3,106	0.03	925	0.01	2,952	0.03	853	0.01	2,748	0.03	547	0
snRNA	2,354	0.02	1,237	0.01	2,680	0.02	1,213	0.01	3,181	0.03	741	0.01
other Rfam RNA	35,549	0.33	4,752	0.04	26,097	0.24	3,785	0.04	26,736	0.24	2,791	0.03
Valid reads	3,333,687	30.72	829,756	42.83	3,964,329	36.68	1,095,508	55.69	4,483,258	40.79	560,147	46.07

^A^NT, control at normal temperature; MET, heat stress at moderately elevated temperature; AET, heat stress at acutely elevated temperature.

^B^Reads lacking three ADTs or with lengths <19 nt or >24 nt were removed.

^C^Collection of many common noncoding RNA families other than micro RNAs; http://rfam.janelia.org.

^D^Downloaded from http://www.girinst.org/repbase.

**Table 2:** Data summary identified in the NT, MET and AET library by degradome sequencing.

Libraries		Raw reads	Unique raw reads	cDNA mapped reads	Unique cDNA mapped reads	Number of input cDNAs	Number of coverd cDNAs
NT	Number	11,774,232	3,596,303	9,441,429	2,537,930	34,727	22,865
	Ratio	—	—	80.19%	70.57%	—	65.84%
MET	Number	11,471,728	3,379,825	9,033,761	2,345,027	34,727	22,889
	Ratio	—	—	78.75%	69.38%	—	65.91%
AET	Number	10,853,424	3,454,547	8,779,928	2,427,370	34,727	22,963
	Ratio	—	—	80.90%	70.27%	—	66.12%

NT, control at normal temperature; MET, treatment at moderately elevated temperature; AET, treatment at acutely elevated temperature.

How the deposited data were processed for this re-analysis (not part of the article)

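Small RNAs and degradome tags were sequenced from leaves of the wild tomato LA2093 after 8 h at 26/18 °C (NT), 33/33 °C (MET) or 40/40 °C (AET), with 1 sRNA library and 1 degradome library per temperature and no replicate libraries. The authors filtered the sRNA reads to sequences of 19 to 24 nt that matched no other class of RNA or repeat, compared them with plant miRNAs in miRBase, and deposited for each listed miRNA the raw reads, which are estimated counts since reads mapping to several places were split between them (189, 192 and 183 listed values were not whole numbers in the NT, MET and AET libraries). They also deposited normalized reads, which are the raw reads times 1 factor per library, and, for the miRNAs they call, the log2 ratio of the normalized reads and the p-values of a chi-square test and Fisher's exact test. For the degradome the authors deposited, per miRNA and site, the alignment score of the target prediction, the category, a p-value of the degradome match and the tags at the site scaled to a fixed library total (TPB). The build of the tomato genome behind the hairpin positions is not given in the sources used here, and the transcripts are those of the iTAGv2.3 annotation.

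Calls on miRNAs used the paper's rule, a p-value of 0.05 or less in both tests and a log2 ratio of at least 1 in size, with the normalized reads summed over all listed entries as totals (a sequence listed under several names is then summed once per name). Entries were counted as the paper lists them, and sums, groups and shares used distinct mature sequences. Exact 95% intervals of ratios came from the rounded raw reads (conditional binomial), those of shares from the binomial distribution, and a library at 0 reads was set to a floor of 3 reads for lower bounds, which is 3.99, 2.50 and 2.69 normalized reads in the NT, MET and AET libraries. Groups of miRNAs were fixed before the data were examined (16 by the miR number in the name and the rest by length and class, 26 in all), except the list of tRNA or rRNA fragment-like names, which was made after the paper's Supplementary Table S3 had been read. A group took its distinct sequences with at least 10 normalized reads in a library, and groups of fewer than 3 such sequences got no value, which left out the sulfate and phosphate group and the predicted sequences of 20 nt. Degradome values were turned back into reads, rounded, and compared by Fisher's exact test against all other raw reads of the library. Named miRNAs and genes were those the paper names in its results and discussion. To these were added, per comparison, class and direction, the 5 called sequences with the largest log2 ratio in size (with reads in both libraries and at least 10 normalized reads in one) and the 5 called with the most normalized reads, the 5 most abundant sequences of each library and 2 to 4 abundant members of each group. Named sites were also the 10 with the highest TPB in each library and those of category 0 or 1 in all 3. The values in the paper's own supplementary tables had been seen when this rule was written, and items outside it are marked as chosen after their values were seen.

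The rules were tested on simulated data. In libraries that differ only by counting error, a mean of 13.0 (MET against NT) and 15.1 (AET against NT) of 629 sequences were called. With 200 simulated changes, 96.3%, 84.3% and 85.7% of 4-fold changes and 100% of 8-fold changes were recovered for MET against NT, AET against NT and AET against MET, and 5.59%, 11.4% and 5.12% of the unchanged sequences were called. Alternatives tried were 2 other scalings, raw reads in the tests, Benjamini-Hochberg adjustment, distinct sequences, filters on low reads, no fold threshold and leaving out sequences at 0 reads, with 2 more chosen after the data had been seen (totals over the distinct sequences of each class alone, and valid reads at an unchanged mean depth). The qRT-PCR values and the gene ontology counts were not analysed here, and the reads themselves were not used. All steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.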

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

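No test in this part was chosen only after the result had been seen, but the list of fragment-like names was made after the paper's Supplementary Table S3 had been read. The 2 groups of miRNAs below, which the paper does not discuss, had medians outside the central 95% of random lists at both temperatures, but for the fragment-like list this is no test, since the changes of its members in that table were known.

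The sequences of the disease-resistance gene-targeting families, both arms of a hairpin included, lay high, at percentile 99.69 for MET against NT and 99.15 for AET against NT. A change of scaling cannot move a percentile within one pair of libraries, so it tests nothing here. Both comparisons use one NT library, so a low draw of these sequences there would raise both values, while for AET against MET, without that library, the percentile was 79.9. A response of the leaf to temperature cannot be told from a difference between single libraries in this design.

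The tRNA or rRNA fragment-like sequences stood at percentile 0.42 for MET against NT and 0.22 for AET against NT, values that describe a list chosen with its changes known. An explanation by degraded RNA is left open: the paper's Table 1 gives rRNA a smaller share of the raw reads in the MET and AET libraries than in the NT library, and tRNA a smaller share in the MET and a larger one in the AET library, while its methods, in the part on the degradome, give a lower limit of RNA integrity for all samples and no value per library. The shared NT library applies here too, and no biological explanation was tested.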

How the results depend on the processing

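The settings named class totals and valid reads at the mean depth were chosen only after the results had been seen. No paired analysis was possible because each temperature has 1 library. A change of scaling cannot move a group's percentile within one pair of libraries, so the group values were tested only with no minimum of reads, where 63 of 72 kept their side of the central 95% of random lists. Of 151 values of single named miRNAs, 149 kept their call with median-of-ratios scaling, 138 with raw reads in the tests and 59 on valid reads. Valid reads leave fewer reads in each test. The causes of the changes below were not tested.

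On valid reads, the changed conserved miRNAs numbered 34 (MET against NT), 32 (AET against NT) and 48 (AET against MET), the predicted ones 2, 3 and 5, and the share that was higher was 86.1%, 48.6% (reversed) and 32.1% (reversed). With raw reads in the tests the share was 65.5% for MET against NT and 38.9% (reversed) for AET against MET. With class totals it was 45.9% (reversed) and 46.6% (reversed), and with valid reads at the mean depth 69.6% and 49.7% (reversed). After Benjamini-Hochberg adjustment, 37 conserved and 4 predicted miRNAs were called for MET against NT and 72 conserved ones for AET against MET, where the share was 49.5% (reversed). With no fold threshold the conserved counts were 145, 189 and 189, and with at least 10 normalized reads that for AET against NT was 79.

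With at least 3 raw reads, 298 conserved miRNAs were detected in all libraries; with at least 10, 181 conserved and 30 predicted ones. By distinct names, miR166 had 17 members and miR8006 3. Target sites of conserved miRNAs numbered 220 as distinct positions (37 in all 3 libraries), and as pairs of a miRNA and a site 159 without category 4 (27), 55 at a degradome p of 0.05 or less (15) and 149 at a score of 3 or less (31); those of predicted miRNAs 4, 0 and 3 under the last 3 settings. Counted as pairs, 5 sites changed for MET against NT, and after adjustment 0 sites changed in each of the 3 comparisons (0, 0 and 0).

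With no minimum of reads, the HD-ZIP III-targeting group moved to percentile 3.505 for MET against NT and the AP2-targeting one to 99.5. For AET against NT the values became 0.435 for 20 nt, 98.7 for 21 nt predicted, 91.7 for 22 nt, 99.9 for 24 nt and 98.5 for 24 nt predicted sequences, and for AET against MET 0.115 for 20 nt and 98.9 for 24 nt predicted ones.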

Differences from the paper's values

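The setting with totals of each class alone was chosen only after the values had been seen. The paper's fold values are log2 ratios, and they are set beside log2 ratios here. Of 73 values compared, 7 differ; a count comes within the paper's value where neither is more than 1.5 times the other.

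The paper gives 4 predicted miRNAs higher at MET than at NT, and 11 were called here; of the alternatives set before the data were examined, Benjamini-Hochberg adjustment gives 4, within the paper's value, and valid reads (2), median of ratios (11), raw reads in the tests (12), distinct sequences (11), at least 10 normalized reads (11), no fold threshold (13) and leaving out sequences at 0 (11) do not come within it. It gives 15 lower, and 5 were called here; none of the 8 alternatives comes within it. It gives 11 predicted miRNAs lower at AET than at NT, and 7 were called here; raw reads in the tests (8) come within it and the other 7 alternatives do not. With totals of each class alone, chosen after seeing the values, the counts are 4 and 15 for MET, 20 and 11 for AET and 30 and 5 for AET against MET, which equal the paper's; of the authors' deposited calls, this setting drops 0 of 19, 0 of 31 and 1 of 35 predicted miRNAs and 0 of 77, 0 of 119 and 12 of 111 conserved ones.

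The paper gives 23 members of miR159, and 11 entries were found here; distinct sequences (9) and distinct names (9) do not come within it, while 24 entries carry the name miR159 or miR319. It gives 71 families, and 147 were found by the miR number in the name, with distinct sequences and distinct names both at 147. It gives 20 families with 1 member, and 59 were found here; distinct sequences (63) and distinct names (69) do not come within it. It gives 390 conserved miRNAs assigned to a family, and all 662 carry a miR number here; distinct names (406) and distinct sequences (540, of which 1 sequence counts in 2 families) come within it by that measure, though neither equals it.

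The paper states that most miRNAs that responded at MET were lower; here 49 were higher and 43 lower, and class totals, chosen after seeing the values, give 45 and 53. It names miR166 as the largest family; by entries miR8006 had 38 against 27, by distinct names miR169 had 20 against 17, and by reads miR166 was the largest here. It names miR171 as an example of opposite changes at the 2 temperatures. No single miR171 sequence was called in opposite directions, while of different members spi-miR171d was lower at MET (log2 ratio −1.12) and spi-miR171e higher at AET (1.03). It calls PC-19-5p the most strongly lower predicted miRNA at MET; its log2 ratio of −2.67 was not called here (Fisher's exact test, p = 0.222) and is called with class totals, chosen after seeing the values.

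The paper calls its qRT-PCR of 7 miRNAs in general accord with the sequencing; of the 11 directions against the control that it states from qRT-PCR at the time of sequencing or over all times, the libraries had 5 in the same and 6 in the opposite direction (4 and 7 on valid reads). The figure legend gives the qRT-PCR control as 0 h, while the libraries are compared with NT leaves at 8 h, so the controls differ. From qRT-PCR, the paper states that spi-miR319a and spi-miR408b-3p_stu were higher at both elevated temperatures; in the libraries their log2 ratios were −0.79 (not called) and −1.02 at MET and −3.28 and −1.70 at AET. Elsewhere the paper gives miR319 as lower at AET, as here. It states from qRT-PCR that spi-miR159 was lower at MET; its listed sequences had log2 ratios of 0.89 (not called) and 1.48. It states that PC-65-3p was lower at AET; the log2 ratio was 0.05 (not called). The libraries had the directions that it states for spi-miR171d at MET and AET (−1.12 and −0.74, the latter not called), for spi-miR168a-5p at both (−0.52 and −0.12, not called; the latter 0.02 on valid reads) and for PC-49-3p at MET (1.30).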

Other observations

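Of the tests in this part, that of the class totals and the 2 on spi-miR166m_gma were chosen only after the results had been seen, as were the setting of an unchanged mean depth in the test of the scaling, the rules for reading that test and the one on misread copies, the handling of ties and the rule for reading the percentile in the test of the 24 nt sequences. By length, 21 nt sequences held a smaller and 22 nt sequences a larger share of the listed reads in the libraries of the elevated temperatures: 21 nt held 88.6% in the NT library, 83.6% in the MET library and 82.1% in the AET library, and 22 nt held 9.47%, 14.1% and 15.7%, while 24 nt held 0.745%, 0.710% and 0.921%. Most of the rise at 22 nt came from 1 sequence, spi-miR482e-3p, with 4.16%, 7.59% and 8.46% of the listed reads, and all other 22 nt sequences held 5.32%, 6.52% and 7.28%. The share of 21 nt rests mostly on spi-miR166a, with 62.9%, 52.5% and 56.2%. As groups of distinct sequences, those of 21 nt lay low for AET against NT (14 rose and 22 fell of 128, percentile 0.415) and AET against MET (13 and 24 of 129, 0.455) and in the middle for MET against NT (16 and 14 of 129, 58.4). Those of 22 nt stood at percentiles 89.5, 98.2 and 60.8 for MET against NT, AET against NT and AET against MET, those of 24 nt at 25.6, 96.2 and 98.7, those of 20 nt at 81.5, 5.43 and 5.86, and those of 23 nt at 13.6, 76.9 and 94.4.

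The larger share of 24 nt sRNAs that the paper shows at AET was set against the listed 24 nt sequences, predicted to rise together; their percentile for AET against NT was 96.2, inside the central 95%, which does not bear the prediction out for this list, while with no minimum of reads it was 99.9, outside it. Both arms of a hairpin were predicted to change together. Over 46 hairpins the log2 ratios of the 2 arms for AET against NT had a Spearman rho of 0.36 (percentile 99.2 of 10000 random pairings), which fits. The signs were the same in 28 of the 46. Some sequences, such as spi-miR168a-5p, stand in several pairs, so the pairs are not all independent. More miRNA reads were predicted to go with more cleavage reads. Of 21 sites with at least 5 reads, 12 (57.1%, exact 95% interval 34.0% to 78.2%) had the same sign for AET against NT. By the rule set beforehand, this share meets the outcome named for the prediction being wrong. The interval also reaches the share named for it being right, so these sites cannot decide it. Some of these signs say little: the miRNA of some sites, such as CPI1, had no reads in the NT library. Others, such as AR401, had equal cleavage reads in both libraries.

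The 2 explanations of the split at MET were tested. With totals of the predicted class alone, 84 of 85 deposited p-values of predicted miRNAs were matched within 0.01 on the log10 scale, which fits. For conserved miRNAs the totals of their class matched 0 of 71, 0 of 113 and 0 of 110 deposited p-values for MET against NT, AET against NT and AET against MET, and the totals of all entries 50, 52 and 69, so class totals account for the predicted miRNAs only. With the reads at an unchanged mean depth scaled to valid reads, the share that was higher rose by 16.3 points; that scaling adds 0.42 to every log2 ratio, so the direction of this move was fixed, and on the authors' scale itself 49 were higher and 43 lower, so whether the scaling is a source of the split stays open.

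For the fall of spi-miR166m_gma, a fall of the whole family was too small (summed log2 ratio −0.43). Misread or trimmed copies of spi-miR166a made at 1 constant rate would keep a constant ratio to it, while that ratio changed by a log2 of −4.00 (95% interval, −4.78 to −3.31) at MET and −2.85 (−3.37 to −2.36) at AET; this restates the fall itself, and the rate of such copies in each library is not measured, so copies at a changing rate are left open. Among sequences with at least 30 raw reads over the 3 libraries, 3 sets, 6 sequences in all, had identical listed reads in each library.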
